# Metabolic programming determines the lineage-differentiation fate of murine bone marrow stromal progenitor cells

**DOI:** 10.1038/s41413-019-0076-5

**Published:** 2019-11-14

**Authors:** Michaela Tencerova, Elizabeth Rendina-Ruedy, Ditte Neess, Nils Færgeman, Florence Figeac, Dalia Ali, Morten Danielsen, Anders Haakonsson, Clifford J. Rosen, Moustapha Kassem

**Keywords:** Bone, Fat metabolism

## Abstract

Enhanced bone marrow adipogenesis and impaired osteoblastogenesis have been observed in obesity, suggesting that the metabolic microenvironment regulates bone marrow adipocyte and osteoblast progenitor differentiation fate. To determine the molecular mechanisms, we studied two immortalized murine cell lines of adipocyte or osteoblast progenitors (BMSCs^adipo^ and BMSCs^osteo^, respectively) under basal and adipogenic culture conditions. At baseline, BMSCs^adipo^, and BMSCs^osteo^ exhibit a distinct metabolic program evidenced by the presence of specific global gene expression, cellular bioenergetics, and metabolomic signatures that are dependent on insulin signaling and glycolysis in BMSCs^osteo^ versus oxidative phosphorylation in BMSCs^adipo^. To test the flexibility of the metabolic program, we treated BMSCs^adipo^ with parathyroid hormone, S961 (an inhibitor of insulin signaling) and oligomycin (an inhibitor of oxidative phosphorylation). The treatment induced significant changes in cellular bioenergetics that were associated with decreased adipocytic differentiation. Similarly, 12 weeks of a high-fat diet in mice led to the expansion of adipocyte progenitors, enhanced adipocyte differentiation and insulin signaling in cultured BMSCs. Our data demonstrate that BMSC progenitors possess a distinct metabolic program and are poised to respond to exogenous metabolic cues that regulate their differentiation fate.

## Introduction

Bone marrow (BM) is a heterogeneous organ that contains, in addition to hematopoietic stem cells, BM stromal (also known as skeletal or mesenchymal) stem cells (BMSCs) and their descendent progenitors of adipocyte (AD) and osteoblast (OB) lineages that give rise to BM adipose tissue (BMAT) and bone, respectively.^1–5^

The differentiation of BMSCs is regulated by a variety of extracellular factors present in the BM microenvironment.^3,6^ Metabolic changes in obesity, type 2 diabetes, and anorexia nervosa lead to differential effects on BMSC differentiation capacity and are associated with increased BMAT formation,^7^ suggesting that the metabolic state of the organism regulates BMSC differentiation fate.

In a number of stem cell models, such as pluripotent embryonic stem cells, hematopoietic, muscle stem cells^8–10^ and immune cells,^11^ cellular differentiation and functions are determined by the cellular metabolic and bioenergetic state.^12^ Pluripotent embryonic stem cells prefer anabolic glycolysis, which is also the preferred metabolic process of rapidly proliferating cells.^8,13^ In addition, hematopoietic progenitor cells exhibit differentiation-dependent use of glycolysis or oxidative phosphorylation (OxPhos).^14,15^ Similarly, during extramedullary AD differentiation, a switch in the bioenergetic program from glycolysis to OxPhos has been observed and provides AD progenitors with sufficient energy for histone acetylation and activation of the lipogenic and adipogenic program.^16^ On the other hand, during mid to late OB differentiation, glycolysis is the preferred bioenergetic mechanism.^17^ These data suggest that the differentiation responses of progenitor cells to metabolic changes in their microenvironment are dependent on their bioenergetic state and substrate choice.^18^ However, it is not known whether a specific metabolic program of BMSC progenitors exists and whether it determines their differentiation responses.

To address this question, we employed two immortalized murine cell lines of progenitor cells that are committed towards either AD or OB (BMSCs^adipo^ and BMSCs^osteo^, respectively) as they represent two alternative differentiation choices of BMSCs in vivo. These cell lines have previously been established and characterized in our laboratory.^19–21^ We tested the hypothesis that there exists a distinct metabolic program in BMSC progenitors that determines their differentiation responses to exogenous metabolic cues. Applying the global approaches of transcriptional and metabolomics analyses, we demonstrate that AD versus OB progenitors exhibit a unique bioenergetic profile and intrinsic metabolic program that is responsive to the exogenous cue of insulin and regulates their differentiation outcome. We corroborated these findings by reporting similar changes in BMSC differentiation capacity in vivo under conditions of metabolic changes related to high-fat diet (HFD)-induced obesity in mice.

## Results

### BMSCs^adipo^ and BMSCs^osteo^ progenitors exhibit a unique gene expression profile

BMSC cultures represent a heterogeneous population of cells that include stem cells and their descendent progenitors at different stages of differentiation.^4,22^ To avoid confounding variables mediated by different cell populations present within primary cultures, we employed two immortalized murine lines that were functionally defined by their ability to differentiate into either AD(BMSCs^adipo^) or OB (BMSCs^osteo^)^19^ (Fig. 1a). 

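RNA of BMSCs adipo and BMSCs osteo, clonal murine bone marrow stromal lines that had immortalized spontaneously, was collected at day 0 in basal medium and hybridised to Affymetrix expression arrays. Each line had 1 array, and each array held a pool of 3 cultures. Without replicates, no spread within a line and no test of a difference between the lines could be computed, so genes were compared by size alone. The paper gives 10% FBS for the standard medium, and the sample labels give 12% and an ApoE-null background. The authors' deposited values are log2 levels of 45101 probe sets, made by robust multiarray averaging (RMA) with the oligo package, whose version is not given in the sources used here. They span 1.85 to 14.0 with a median of 5.01 on the array of BMSCs adipo, and 1.77 to 14.0 with a median of 5.02 on the array of BMSCs osteo. No further normalization was applied, since RMA already normalizes between arrays, which by itself keeps the median difference of all probe sets near 0 (-0.02). Each gene took the values of its probe set with the highest mean over both arrays, and 14497 of 20706 genes lay at or above the 30th percentile of that mean, a log2 level of 4.20. Differences are the log2 level in BMSCs adipo minus that in BMSCs osteo, opposite in sign to the fold changes of the authors' deposited table, and a difference of 1 is 2-fold. Among genes with several probe sets past the filter, the pooled SD between probe sets of the same gene was 0.399, a measure of probe effects and not of replicate error. The median difference of each gene list was placed among 10000 random lists of equal size and matched brightness drawn from the same pair of arrays. The lists were compiled for this re-analysis and are not the category lists behind Fig. 1b. Lists on categories that the paper reports as enriched on these arrays were favoured to be extreme, so their percentiles are descriptions and not tests. Members outside the naming rule are named where 5 or fewer of a list passed the size rule on 1 side, and those names were chosen after their values were seen.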

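*Adipoq*, which encodes the adipocyte hormone adiponectin, had the largest difference toward BMSCs adipo, with a log2 level of 12.3 there and 3.16 in BMSCs osteo (difference 9.10). It was followed by *Enpep* (8.35), an aminopeptidase that cleaves angiotensin II, *Sfrp1* (8.31), a secreted Wnt inhibitor, *Hp* (8.11), which encodes haptoglobin, *Sparcl1* (7.56), *Epas1* (7.24), *Il1rn* (6.88), *Esm1* (6.79), *Kng1* (6.73) and *Igf2* (6.49). Toward BMSCs osteo the largest differences were those of *Epha3* (-7.40), an ephrin receptor, *Ibsp* (-7.34), which encodes bone sialoprotein, *Cthrc1* (-7.20), *Srpx* (-7.11), *Grb10* (-7.11), *Cd34* (-7.03), *Fndc1* (-6.79), *Rps4l* (-6.22), *Postn* (-6.21), which encodes the matrix protein periostin, and *Col11a1* (-6.11). Some of these genes had another probe set with a much smaller difference, at 3.09 for *Sfrp1*, 1.12 for *Epas1*, 2.36 for *Igf2*, -4.33 for *Epha3*, -2.46 for *Grb10* and -1.14 for *Fndc1*, so their rank rests on the probe set chosen. Of the genes past the filter, 1142 (7.88%) were at least 2-fold higher in BMSCs adipo, 969 (6.68%) were at least 2-fold higher in BMSCs osteo, and 12386 lay within 2-fold.

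Of 34 genes of PPAR signaling and adipocyte function, 13 were at least 2-fold higher in BMSCs adipo. Among them were *Fabp4* (6.12), a fatty acid carrier of adipocytes, *Lpl* (5.54), lipoprotein lipase, and *Plin4* (5.41), a coat protein of lipid droplets. Another probe set of *Fabp4* differed by only 0.47. Only *Klf15*, *Fabp3*, *Cebpb* and *Dgat2* (4 genes) were at least 2-fold higher in BMSCs osteo. The median of this list was 0.24, at percentile 99.0 of the random lists. It became 0.49 with the mean of each gene's probe sets and 0.13 without the brightness filter. Of 31 genes of fatty acid beta-oxidation, 29 had a positive difference and 6 were at least 2-fold higher in BMSCs adipo, none in BMSCs osteo. *Acadm* (2.84), the medium-chain acyl-CoA dehydrogenase, *Acaa2* (1.35), *Etfb* (1.29) and *Acsl1* (1.18) led this list, and a second probe set of *Acsl1* had a negative difference. Its median of 0.48 lay at percentile 99.97.

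Glycolysis and gluconeogenesis genes leaned toward BMSCs osteo, with 8 of 29 at least 2-fold higher there and a median of -0.30 at percentile 0.61. *Pck2* (-2.19), the mitochondrial form of PEP carboxykinase, and the enolases *Eno2* (-2.15) and *Eno3* (-1.49) stood on that side. *Ldhb* (2.71), a lactate dehydrogenase subunit, and *Galm* were the 2 members at least 2-fold higher in BMSCs adipo. Insulin signaling genes had no common direction. Among 44 of them, 6 were at least 2-fold higher in BMSCs adipo, led by the adaptor *Gab1* (1.59), and 4 in BMSCs osteo, which were *Grb10*, an adaptor that restrains insulin receptor signaling, the phosphatase *Ptprf* (-4.44), *Trib3* (-3.62), an inhibitor of AKT, and *Eif4ebp1*. Their median of 0.04 lay at percentile 63.7.

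Cell adhesion genes differed by group. Of 62 genes of ECM-receptor interaction, 18 were at least 2-fold higher in BMSCs osteo and 6 in BMSCs adipo, and the median of -0.35 lay below all random lists. *Tnn* (-5.21), a tenascin, and *Col1a1* (-3.84), the main collagen of bone, were among the 18. In the focal adhesion list of kinases, adaptors and cytoskeleton, 8 of 70 genes were at least 2-fold higher in BMSCs adipo, including *Pdgfra* (2.62), *Mylk* (2.59) and *Hgf* (2.44). On the other side stood *Vegfc* (-4.47), *Cav1*, *Fyn*, *Pak3* and *Flnc* (5 genes), and the median of -0.06 lay at percentile 24.0 and turned to 0.035 when chromosome medians were subtracted, a setting chosen after the values were seen. Adherens junction genes had a median of -0.14 at percentile 4.61, with N-cadherin, *Cdh2* (-4.94), *Ptprf*, *Tcf7* (-3.57) and *Fyn* (-2.28) lowest in BMSCs adipo.

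Cell cycle genes had a median of -0.37, below all random lists, although 64 of 75 lay within 2-fold. The largest differences were those of *Cdkn2a* (-3.90), a cell cycle inhibitor, the growth regulator *Myc* (-2.55), *Rrm2* (1.61), a ribonucleotide reductase subunit, and *Mdm2* (1.57), a p53 antagonist. Interferon response and antigen presentation genes were higher in BMSCs adipo. Of 39, 22 were at least 2-fold higher there, led by *Usp18* (4.70), *Ifit1* (4.07), *Iigp1* (3.89) and *Oasl2* (3.62), and 1, *Cxcl10*, was at least 2-fold higher in BMSCs osteo. The median of 1.11 lay above all random lists. Of 32 inflammatory cytokine and complement genes, 6 were at least 2-fold higher in BMSCs adipo, including complement *C3* (5.00) and the adhesion molecule *Vcam1* (3.62). *Ptgs2*, *Il18* and *Lif* were among those on the other side, and the median of 0.05 lay at percentile 81.8, and was 0.26 at percentile 95.1 under a filter at the 50th percentile. Purine metabolism genes split, 7 of 51 toward BMSCs adipo and 8 toward BMSCs osteo, with a median of -0.18 at percentile 2.52. *Nt5e* (-3.42), which encodes the stromal marker CD73, *Ak4* (-2.40) and *Papss2* (-1.98) were lower in BMSCs adipo, and *Xdh* (2.83), xanthine dehydrogenase, was higher. A second probe set of *Ak4* had a positive difference, and other probe sets of *Nt5e* and *Papss2* differed by -0.69 and -0.11.

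**Figure D1:**
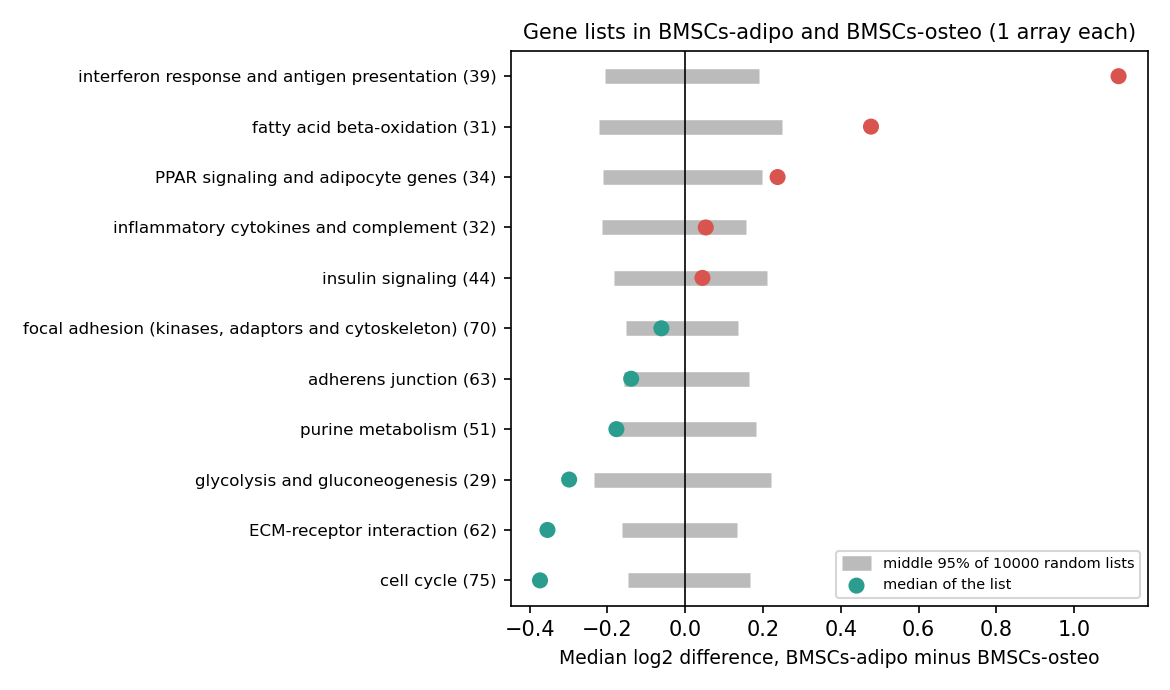
Median log2 difference (BMSCs adipo minus BMSCs osteo) of the genes past the filter in each list drawn, with their number in parentheses. Each point is a list from 1 array per line, each grey bar spans the middle 95% of 10000 random lists of matched brightness, and of the lists drawn the interferon list at 1.11 lies farthest from its bar.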

To identify the presence of a molecular signature of bioenergetic and metabolic programs, we performed global gene expression profiling under basal conditions^20,21^ that revealed differential enrichment of genes associated with the following metabolic pathways: insulin signaling, PPAR signaling, fatty acid oxidation, glycolysis and cell adhesion, cell cycle, immune system, and purine metabolism in BMSCs^adipo^ versus BMSCs^osteo^ (Fig. 1b and Fig. S1). Concordant changes in the expression of a representative group of genes were confirmed by qRT-PCR (Fig. 1c–k). 

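On the arrays, adipocytic and osteoblastic genes of these panels stood farthest apart. *Pparg* and *Cebpa*, transcription factors that drive adipocyte differentiation, had log2 levels of 9.31 and 11.1 in BMSCs adipo and of 5.25 and 6.55 in BMSCs osteo, differences of 4.05 and 4.53. *Alpl*, which encodes alkaline phosphatase, had levels of 6.50 in BMSCs adipo and 10.4 in BMSCs osteo (-3.92), the bone growth factor *Bmp2* had 3.29 and 6.72 (-3.43), and the parathyroid hormone receptor *Pth1r* had 5.42 and 9.55 (-4.13). Osteopontin (*Spp1*) was high in both lines, at 13.3 in BMSCs adipo and 12.6 in BMSCs osteo. Osteocalcin was read only by a probe set shared by *Bglap*, *Bglap2* and *Bglap3*, at 8.96 in BMSCs adipo and 8.86 in BMSCs osteo. The median difference was 4.29 over the 4 adipocytic genes past the filter and -3.67 over the 4 osteoblastic genes.

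Of the insulin signaling panel, *Foxo1* (1.31) and *Insr* (1.13) were at least 2-fold higher in BMSCs adipo, although each had a probe set with a negative difference (-0.33 and -0.18). *Irs2* (0.20) lay near 0, and *Irs1* (-0.68) and *Igf1r* (-0.60) were lower in BMSCs adipo. The median of these 5 genes was 0.20, and -0.21 after each chromosome's median had been subtracted, an alternative chosen after the values were seen. The glucose transporters *Slc2a3* (0.45), *Slc2a4* (0.33) and *Slc2a1* (-0.48) lay within 2-fold, with a median of 0.33, and *Slc2a2* was below the brightness filter.

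In the lipid metabolism panel *Lipe*, hormone-sensitive lipase, differed by 0.12, while *Cidec*, *Cidea* and *Cd36* were below the filter, as was *Lep*. *Lepr* and *Ucp3* each had equal values on both arrays. Among autophagy genes *Map1lc3b* (1.09) was at least 2-fold higher in BMSCs adipo. *Becn1* (0.28), *Lamp1* (0.27) and *Atg7* (-0.03) were not, and the panel's median was 0.27. In the bioenergetic panel *Prdm16* (0.45), *Ucp2* (-0.12) and *Mttp* (-0.49) lay within 2-fold, *Ucp1* and *Ppara* were below the filter, and the median was -0.06. The inflammatory genes *Rela* (-0.02), *Il1b* (-0.03), *Tnf* (-0.20) and *Ccl2* (-0.27) had a median of -0.12, and *Lcn2* was below the filter.

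Of the senescence panel, *Serpinb2* was at least 2-fold higher in BMSCs osteo (-1.73). *Trp53* (-0.78), *Hmox1* (0.88), *Cdkn1a* (0.63) and *Sod2* (0.11) lay within 2-fold, and *Fasl* was below the filter. The panel's median was -0.34, and 0.11 under a filter at the 50th percentile. Probe sets of *Trp53*, *Sod2*, *Atg7*, *Becn1*, *Ucp2* and *Mttp* differed in sign.

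**Figure D2:**
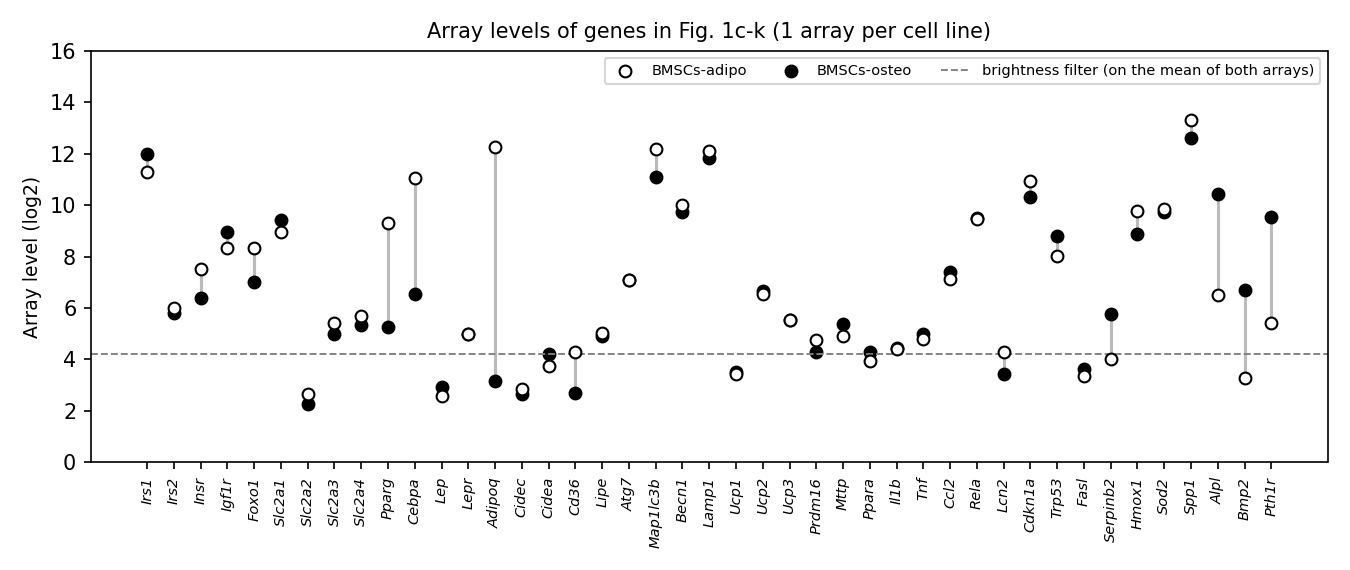
Log2 array levels of genes of Fig. 1c–k in BMSCs adipo (open circles) and BMSCs osteo (filled circles), 1 array per line, without *Bglap*, which has no probe set of its own. The dashed line is the brightness filter, applied to the mean of both arrays, and *Pparg* stands at 9.31 in BMSCs adipo and 5.25 in BMSCs osteo.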

Compared with BMSCs^osteo^, gene expression profiling of BMSCs^adipo^ revealed increased expression of insulin-responsive genes (*Irs1, Irs2, Insr*, and *Foxo1*) (Fig. 1c), glucose transporters (*Glut4*) (Fig. 1d), adipocytic genes (*Pparγ2, C/epbα, Lep*, and *Adipoq*) (Fig. 1e), lipid metabolism genes (*Fsp27, Cidea, Cd36*, and *Hsl*) (Fig. 1f), autophagy (*Atg7, Lc3b*, and *Beclin1)* (Fig. 1g), bioenergetic genes (*Ucp*, *Prdm16, Mttp*, and *Pparα*) (Fig. 1h), inflammatory genes (*Il1β, Tnfα*, and *Lcn2*) (Fig. 1i), and senescence-associated markers (*p21*, *p53, Fasl, Hmox1*, and *Sod2*) (Fig. 1j). As expected, BMSCs^adipo^ expressed lower levels of osteoblastic genes (Fig. 1k). We employed this molecular signature to test the flexibility of the BMSCs^adipo^ and BMSCs^osteo^ phenotypes in response to adipogenic culture conditions that promote AD differentiation. As shown in Fig. S2a–e, adipogenic culture conditions promoted AD formation only in BMSCs^adipo^ but not in BMSCs^osteo^. In addition, the gene expression profile of adipocytic genes and genes associated with insulin signaling, glucose transporter, lipid metabolism, and autophagy were enhanced in BMSCs^adipo^ but not in BMSCs^osteo^. On the other hand, BMSCs^osteo^ exhibited higher gene expression levels of OB marker genes (*Oc, Alpl, Bmp2*, and *Pth1r*), which were more robust in the presence of OB differentiation induction medium, along with increased Alkaline phosphatase (ALP) activity and no effect on adipocytic marker genes in compared with those in BMSCs^adipo^ (Fig. 1k, Fig. S2f–h). These data corroborate that BMSCs^adipo^ and BMSCs^osteo^ progenitors are committed progenitors poised to respond to metabolic and nutrient stimuli and that they exhibit significant differences in the gene expression levels of metabolic and bioenergetic genes.

**Fig. 1:**
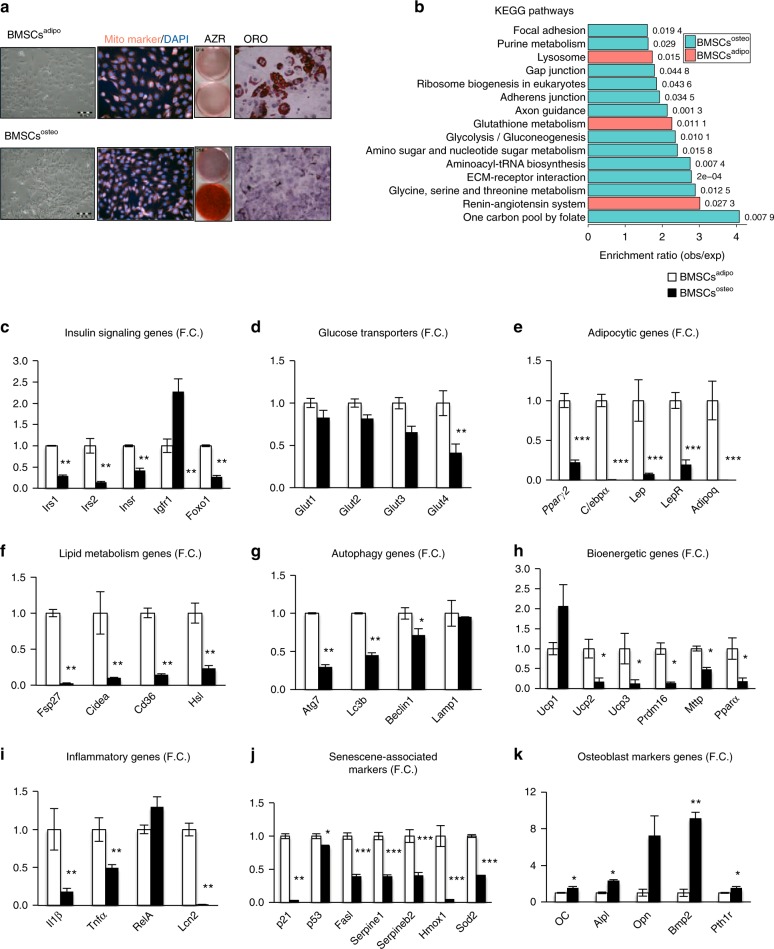
BMSCs^adipo^ and BMSCs^osteo^ progenitors exhibit a unique gene expression profile. **a** Representative pictures of BMSCs^adipo^ and BMSCs^osteo^ with mitochondrial staining using MitoTracker (red), Alizarin staining (AZR) for matrix mineralization and Oil Red O staining (ORO) showing the morphological and differentiation-induced differences between the murine cell lines. **b** Enrichment of genes of functional GO categories from microarray. Gene expression profiling in BMSCs^adipo^ (white bars) and BMSCs^osteo^ cultured in basal conditions (black bars): **c** genes involved in insulin signaling such as *Irs1, Irs2, Insr, Igfr1*, and *Foxo1*; **d** glucose transporters such as *Glut1, Glut2, Glut3*, and *Glut4*; **e** adipocytic genes such as *Pparγ2, C/ebpα, Lep, LepR*, and *Adipoq*; **f** genes involved in lipid metabolism such as *Fsp27, Cidea, Cd36*, and *Hsl*; **g** autophagy genes such as *Atg7, Lc3b, Beclin1*, and *Lamp1*; **h** bioenergetic genes such as *Ucp1, Ucp2, Ucp3, Prdm16, Mttp*, and *Pparα*; **i** inflammatory genes such as *Il1β, Tnfα, Mcp1, RelA*, and *Lcn2*; **j** senescence-associated markers such as *p21, p53; Fasl, Serpine1, Serpineb2, Hmox1*, and *Sod2*; **k** osteoblast marker genes such as *Oc, Opn, Alpl*, *Bmp2*, and *Pthr1*. Data are presented as the mean fold change (F.C.) of gene expression normalized to BMSCs^adipo^ expression ± SEM, (*n* = 3 per group); (*P < 0.05, **P < 0.01; ***P < 0.001: BMSCs^adipo^ vs BMSCs^osteo^, two-tailed unpaired Student’s *t* test)

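Enzymes of the folate pathway were higher in BMSCs osteo. *Aldh1l2* (-3.15), *Mthfd2* (-2.00) and *Shmt2* (-1.16), mitochondrial enzymes that make and use one-carbon units, were the 3 of 16 genes of the one carbon pool by folate that were at least 2-fold higher there. *Mthfd1l* (-0.99) lay just under the rule, and the list's median was -0.76, below all random lists. In glycine, serine and threonine metabolism, *Cth* (-4.53), which makes cysteine, *Psph* (-2.38) and *Psat1* (-2.05) of serine synthesis, and *Gatm* (-2.11) of creatine synthesis were among 7 of 23 genes at least 2-fold higher in BMSCs osteo. Only *Srr* passed on the other side, and the median of -0.11 lay at percentile 22.9. Of 36 aminoacyl-tRNA synthetases, which load amino acids onto tRNA, 10 were at least 2-fold higher in BMSCs osteo and none in BMSCs adipo, with *Lars* (-2.28), *Iars* (-2.15), *Cars* (-2.12) and *Nars* (-1.84) first. The median of the synthetases was -0.49, and another probe set of *Cars* differed by only -0.45. Ribosome biogenesis had 12 of 64 genes on the side of BMSCs osteo and none on the other, including the nucleolar proteins *Nop56* (-1.33), *Tcof1* (-1.29), *Nop58* (-1.23) and *Dkc1* (-1.22). Its median was -0.53, and it and that of the synthetases lay below all random lists. The paper reports these categories as enriched on the same arrays, so their percentiles are descriptions and not tests.

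Lysosome genes were higher in BMSCs adipo, with 15 of 90 at least 2-fold higher there and a median of 0.39, above all random lists (0.26 without the brightness filter). The proteases *Ctsh* (4.15) and *Ctso* (1.66), the lysosomal membrane protein *Cln3* (2.03) and the sorting receptor *Sort1* (1.46) led them, and *Ctse* alone passed on the other side. Another probe set of *Cln3* differed by only 0.22. Glutathione metabolism held 12 of 46 genes at least 2-fold higher in BMSCs adipo, such as the transferases *Mgst1* (5.42, with another probe set at 0.28), *Mgst2* (4.45) and *Gsta4* (3.66). *Gpx3* (-3.31), a secreted peroxidase, *Chac1*, *Srm*, *Ggct* and *Oplah* (5 genes) were at least 2-fold higher in BMSCs osteo. Its median was 0.00, at percentile 56.1, but 0.40 under a filter at the 50th percentile and 0.18 after chromosome medians were subtracted (chosen after the values were seen), both above the middle 95% of random lists. Of 15 renin-angiotensin genes, 6 were at least 2-fold higher in BMSCs adipo and none in BMSCs osteo, among them *Enpep*, *Agt* (5.27), which encodes angiotensinogen, *Mme* (1.53), neprilysin, and *Cma1* (1.40). The median was -0.05, at percentile 40.9.

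Gap junction genes included the tubulins *Tubb3* (-4.17) and *Tubb2b* (-3.38), the G protein subunit *Gnai1* (-3.59) and the phospholipase *Plcb4* (-3.03) among 12 of 63 at least 2-fold higher in BMSCs osteo. Other probe sets of *Gnai1* and *Plcb4* differed by -0.60 and 0. *Pdgfra*, *Prkca*, *Pdgfd*, *Adcy6* and *Gja1* (5 genes) were at least 2-fold higher in BMSCs adipo, and the median of -0.04 lay at percentile 35.6. Adherens junction genes at least 2-fold higher in BMSCs osteo numbered 11 of 63, against 5 in BMSCs adipo, among them *Tcf7l2*, *Met*, *Tcf7l1* and *Insr*. In axon guidance, 13 of 95 genes were at least 2-fold higher in BMSCs osteo, including *Epha3* and the adhesion molecule *Nrcam* (-3.52), and 8 in BMSCs adipo, including *Sema5a* (4.32) and *Slit3* (3.56), which encode guidance proteins. The list's median was -0.05, at percentile 31.5. Another probe set of *Nrcam* differed by only -0.04. In amino sugar and nucleotide sugar metabolism, *Cyb5r1* (-2.71), *Cyb5r2* (-2.00), both of them cytochrome b5 reductases, and *Hk2* (-1.49), a hexokinase, were among 8 of 44 genes at least 2-fold higher in BMSCs osteo. *Nagk* (1.42), *Npl* and *Renbp* were the 3 at least 2-fold higher in BMSCs adipo, and the median of -0.05 lay at percentile 29.3 and turned to 0.086 with chromosome medians subtracted.

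For each category of Fig. 1b, the number of list members at least 2-fold higher in the line was divided by the number expected from all genes past the filter. Toward BMSCs osteo this ratio was 4.55 for glycine, serine and threonine metabolism, 4.34 for ECM-receptor interaction, 4.16 for aminoacyl-tRNA synthetases and 4.13 for glycolysis and gluconeogenesis. It was 2.85 for gap junction, 2.81 for both one carbon pool by folate and ribosome biogenesis, 2.72 for amino sugar and nucleotide sugar metabolism and 2.61 for adherens junction. The lowest on this side were purine metabolism at 2.35, axon guidance at 2.05 and focal adhesion at 1.07. Toward BMSCs adipo it was 5.08 for the renin-angiotensin system, 3.31 for glutathione metabolism and 2.12 for lysosome. The ratios moved with the size rule. With a 4-fold rule, ribosome biogenesis had none and lysosome 0.979, while glycine, serine and threonine metabolism had 8.72, ECM-receptor interaction 7.28, glutathione metabolism 6.71, gap junction 5.57, axon guidance 3.70 and focal adhesion 2.15, and with a 1.5-fold rule glycolysis and gluconeogenesis had 2.62, amino sugar and nucleotide sugar metabolism 1.73, ECM-receptor interaction 2.34, glycine, serine and threonine metabolism 2.11 and the renin-angiotensin system 2.48.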

### BMSCs^adipo^ and BMSCs^osteo^ progenitors exhibit differential responses to insulin

To investigate the responsiveness of BMSCs^adipo^ and BMSCs^osteo^ to the metabolic environment, we determined the responses to insulin as the major regulator of cellular energy metabolism. BMSCs^adipo^ exhibited higher levels of insulin signaling genes (Fig. 1c) and enhanced responsiveness to insulin compared with those of BMSCs^osteo^ as measured by pAKT(Ser-473)/total AKT (Fig. 2a, b and Fig. S3a, b, left panels), and this occurs at baseline and when cultured under adipogenic conditions. In addition, insulin receptor (INSR) protein levels were higher in BMSCs^adipo^ compared with BMSCs^osteo^ (Fig. 2a, b, Fig. S3a, b, right panels).

**Fig. 2:**
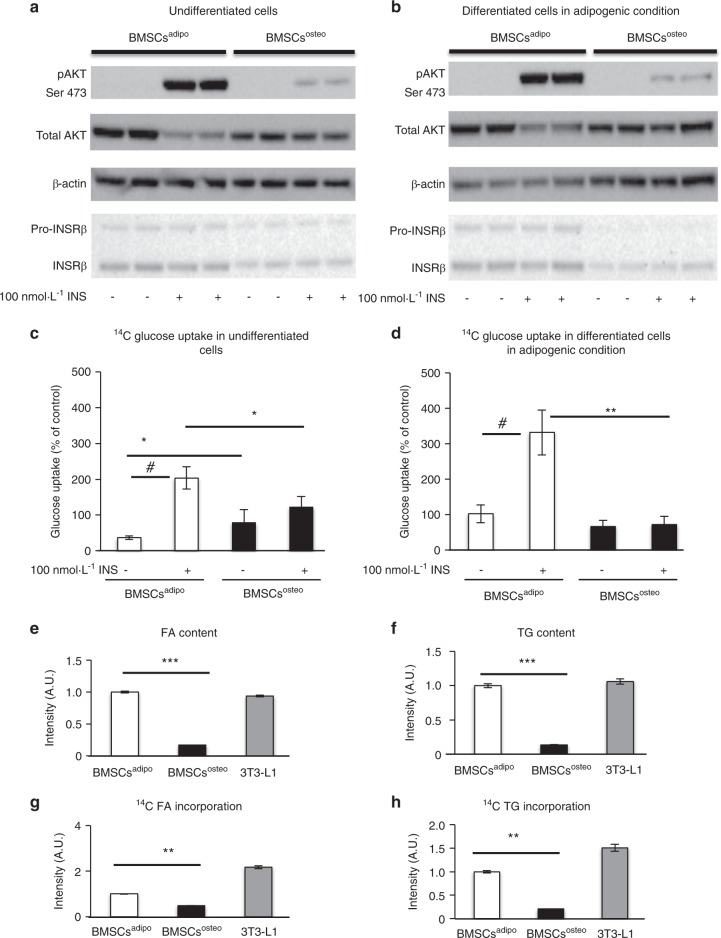
BMSCs^adipo^ and BMSCs^osteo^ progenitors exhibit differential responses to insulin. Representative western blot to evaluate insulin-stimulated (100 nmol·L^–1^, 15 min) phosphorylation of AKT (p-S473AKT) and total AKT, INSRβ **a** in undifferentiated BMSCs^adipo^ and BMSCs^osteo^ and **b** BMSCs^adipo^ and BMSCs^osteo^ differentiated cells in adipogenic conditions (*n* = 3). Insulin-stimulated glucose uptake using a ^14^C glucose tracer after a 24-h incubation **c** in undifferentiated (baseline) BMSCs and **d** BMSCs differentiated under adipogenic conditions from BMSCs^adipo^ and BMSCs^osteo^. Data are presented as the mean of glucose uptake normalized to the baseline of murine 3T3-L1 fibroblasts as a positive control ± SEM from three independent experiments. (*P < 0.05, **P < 0.01: BMSCs^adipo^ vs BMSCs^osteo^, two-tailed unpaired Student’s *t* test; ^#^*P* < 0.05: nonstimulated vs insulin-stimulated cells). Profile of neutral lipids in BMSCs^adipo^, BMSCs^osteo^, and 3T3-L1 cells under insulin stimulation (100 nmol·L^–1^) using thin layer chromatography (TLC): **e** densitometry of triglycerides (TG) and **f** the the fatty acid (FA) content in BMSC differentiated cells under adipogenic conditions. Densitometry of ^14^C FA (**g**) and ^14^C TG (**h**) incorporation in BMSC differentiated cells under adipogenic conditions. Data are presented as the mean of F.C. ± SEM from three independent experiments. (*n* = 3) (*P < 0.05, **P < 0.01: BMSCs^adipo^ vs BMSCs^osteo^, one-way ANOVA)

### BMSCs^adipo^ exhibit higher insulin-dependent glucose utilization and de novo lipogenesis compared with those of BMSCs^osteo^

Since BMSCs^adipo^ were more insulin-responsive at baseline and under adipogenic conditions, we investigated functional insulin responses in the two immortalized progenitor cell lines (Fig. 2c, d). BMSCs^adipo^ were more responsive to insulin stimulation, as reflected by the higher glucose uptake under baseline and adipogenic culture conditions (Fig. 2c, d). In addition at baseline, glucose uptake (Fig. 2c, d) was higher in BMSCs^osteo^ compared with uptake in BMSCs^adipo^.

At baseline, de novo synthesized lipids determined by thin layer chromatography (TLC) analysis were undetectable (data not shown), while following treatment with adipogenic culture conditions, BMSCs^adipo^ exhibited higher levels of insulin-mediated glucose incorporation into fatty acids (FA) and triglyceride (TG) (Fig. 2e, f), which was similar to what was observed in 3T3-L1 cells.^23^ BMSCs^osteo^ did not accumulate lipids (Fig. 2e, f). Additional studies employing radiolabeled ^14^C glucose detected the incorporation of glucose into lipids (FA and TG), demonstrating de novo lipogenesis in BMSCs^adipo^ and 3T3-L1 but not in BMSCs^osteo^ under adipogenic culture conditions (Fig. 2g, h).

### BMSCs^adipo^ and BMSCs^osteo^ exhibit a distinct bioenergetic profile

Since BMSCs^adipo^ and BMSCs^osteo^ exhibit well-defined differences in their metabolic molecular signature and insulin responsiveness, we investigated the functional consequences on their bioenergetic profile using a Seahorse XF24^®^ analyzer. The cells were studied under the basal state and following incubation in adipogenic culture conditions. We obtained simultaneous measurements of mitochondrial function via the oxygen consumption rate (OCR) and glycolysis via the extracellular acidification rate (ECAR) employing the Glyco and Mito Stress test (Fig. 3).

**Fig. 3:**
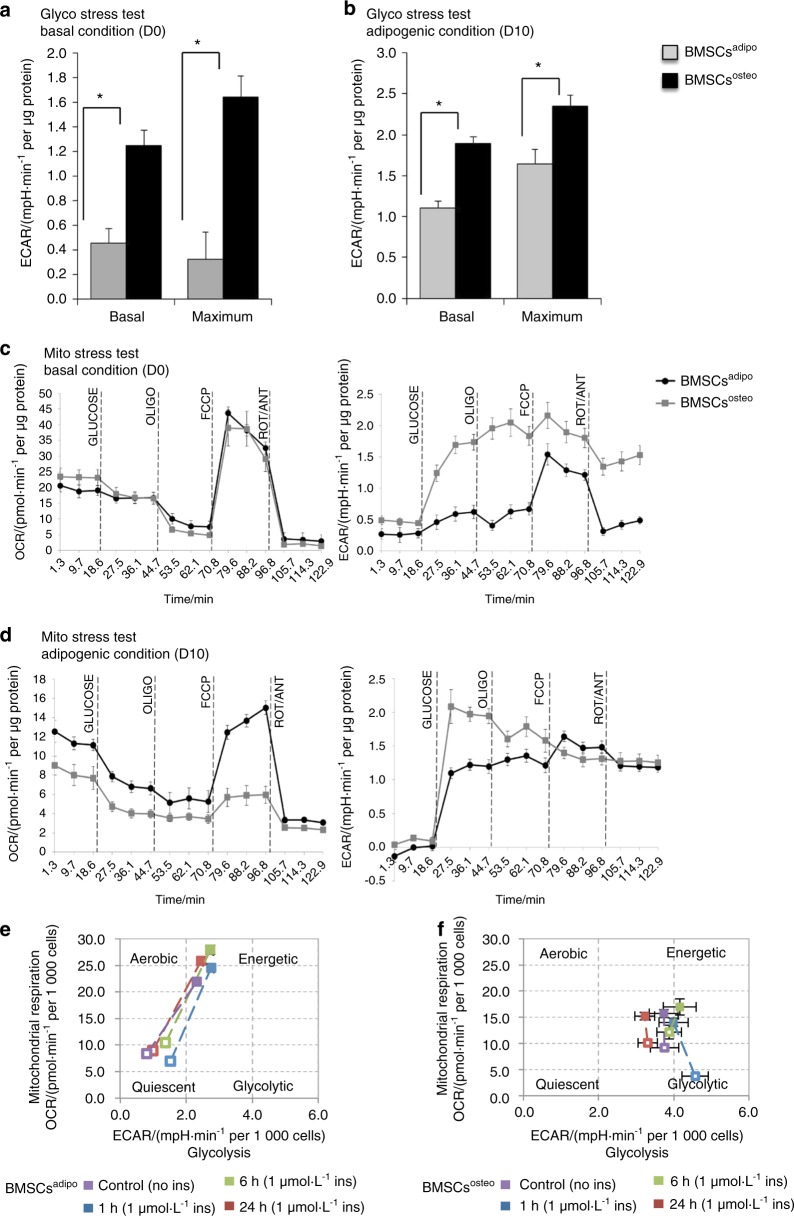
BMSCs^adipo^ and BMSCs^osteo^ exhibit a distinct bioenergetic profile defining their metabolic program. Bioenergetic profiling of BMSCs^adipo^ and BMSCs^osteo^ in basal (D0) and adipogenic conditions (D10) using Seahorse technology: **a**, **b** in the glycolysis stress test measuring glycolytic function in cells; **a** basal and maximal glycolytic capacity in BMSCs^osteo^ compared with capacities in BMSCs^adipo^ in basal conditions (D0) and **b** adipogenic conditions (D10); (*n* = 3) *P < 0.05: BMSCs^adipo^ vs BMSCs^osteo^. **c**, **d** Bioenergetic profiling of undifferentiated and differentiated BMSCs^adipo^ and BMSCs^osteo^ in a Mito stress test measuring mitochondrial respiration in cells. **c** Representative graph of OCR and ECAR in media over time with a treatment of specific molecules (glucose - oligomycin (OLIGO) - carbonyl cyanide-*4*-(trifluoromethoxy)phenylhydrazone (FCCP) - rotenone/antimycin (ROT/ANT) corresponding to vertical line definition) in basal conditions (D0) and **d** adipogenic conditions; (*n* = 3) ^#^*P* < 0.05: BMSCs^adipo^ vs BMSCs^osteo^ under adipogenic conditions (D10), two-tailed unpaired Student’s *t* test. **e** Acute effects of insulin (1 µmol·L^–1^) on the metabolic phenotype of BMSCs^adipo^ and **f** BMSCs^osteo^; (*n* = 3)

In the Glyco Stress test, ECAR revealed higher basal glycolytic activity and maximal glycolytic capacity in BMSCs^osteo^ compared with those in BMSCs^adipo^, and this was observed both at baseline (Fig. 3a) and following incubation under adipogenic culture conditions (Fig. 3b). On the other hand, the Mito Stress test showed similar OxPhos activity at baseline between BMSCs^osteo^ and BMSCs^adipo^ (Fig. 3c, left panel). In addition, BMSCs^osteo^ maintained higher glycolytic activity (Fig. 3c, right panel). Following 10 days of incubation under adipogenic culture conditions, BMSCs^adipo^ demonstrated elevated basal OCR, and following mitochondrial uncoupling with carbonyl cyanide-*4*-(trifluoromethoxy) phenylhydrazone (FCCP), their maximal OCR was dramatically increased (Fig. 3d, left panel). Conversely, BMSCs^osteo^ exhibited reduced basal and maximal OCR (mitochondrial respiration) (Fig. 3d, left panel) while maintaining higher glycolytic activities (Fig. 3d, right panel). Furthermore, when BMSCs^adipo^ and BMSCs^osteo^ were exposed to insulin (100 µmol·L^–1^), they exhibited significant differences in their bioenergetic profile with enhanced OxPhos in BMSCs^adipo^ and not in BMSCs^osteo^ that maintained a glycolytic profile (Fig. 3e, f).

These data demonstrate that BMSCs^adipo^ exhibit a distinct bioenergetic profile associated with different strategies for glucose utilization compared with that of BMSCs^osteo^.

### BMSCs^adipo^ and BMSCs^osteo^ exhibit significant differences in their metabolite composition

To corroborate the observed changes in the bioenergetic profile, we performed a global metabolomic comparison of BMSCs^adipo^ and BMSCs^osteo^ in undifferentiated conditions using liquid chromatography–mass spectrometry (LC–MS) (Fig. 4). A heat map of intracellular metabolites revealed a unique profile with significant differences detectable at baseline (Fig. 4a). We found that adenosine-5′-monophosphate, guanosine-5′-monophosphate, uridine-5′-monophosphate, glutamine, and glucose-6-phosphate were the major metabolites that distinguish BMSCs^adipo^ from BMSC^sosteo^, suggesting that purine/pyrimidine and glucose metabolism are key processes associated with AD lineage commitment. On the other hand, the major metabolites in BMSCs^osteo^ were proline, choline, glyceraldehyde, and serine, which may be related to the capacity for extracellular matrix production (Fig. 4b).

**Fig. 4:**
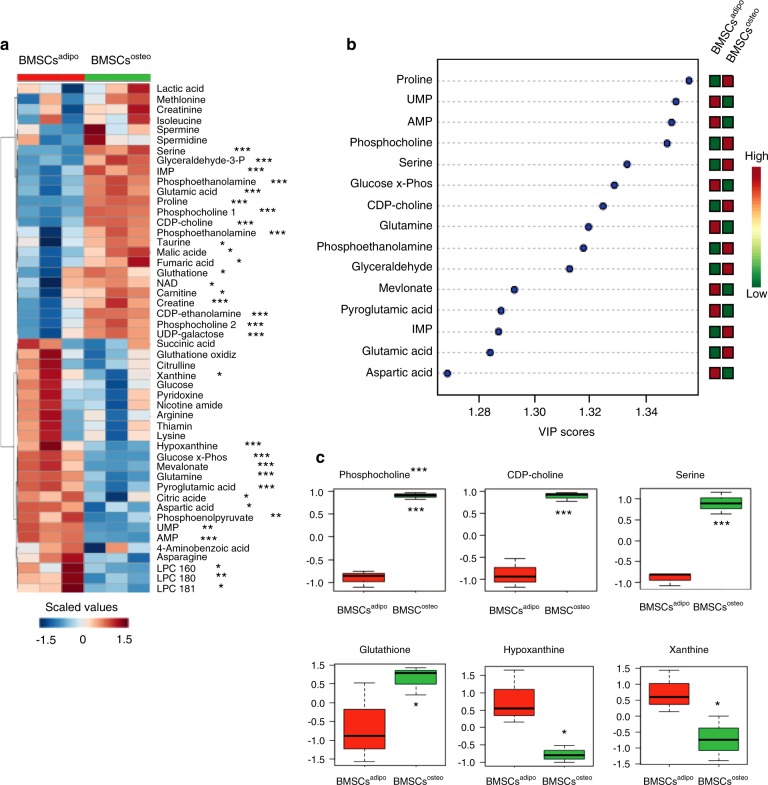
BMSCs^adipo^ and BMSCs^osteo^ exhibit significant differences in their metabolite composition. Global metabolic analyses of intracellular metabolites in basal conditions in BMSCs^adipo^ and BMSCs^osteo^ using liquid chromatography–mass spectrometry (LC–MS). **a** Heat map of all intracellular metabolites that are differentially expressed between BMSCs^adipo^ and BMSCs^osteo^ under basal conditions; **b** important features that are differentially expressed in BMSCs^adipo^ and BMSCs^osteo^; **c** metabolites differentially enriched in BMSCs^adipo^ versus BMSCs^osteo^ such as glycerophospholipids, especially phosphocholine and CPD-choline, glutathione, xanthine, and hypoxanthine. Data are presented as the mean ± SEM from three independent experiments. (*n* = 3) (*P < 0.05, **P < 0.01, ***P < 0.001: BMSCs^adipo^ vs BMSCs^osteo^, two-tailed unpaired Student’s *t* test)

Additional targeted analysis of metabolites using LC–MS identified several specific compounds, such as phosphocholine, CPD-choline, serine, and glutathione, which were enriched in BMSCs^osteo^ versus BMSCs^adipo^ (Fig. 4c). On the other hand, xanthine and hypoxanthine were more abundant in BMSCs^adipo^ compared with BMSCs^osteo^, suggesting changes in membrane lipid content that affect intracellular signaling and the levels of reactive oxygen species.^24^ Additional metabolites that showed differences between the two immortalized cell lines included glyceraldehyde and glutamic acid, supporting the presence of higher glycolytic activity in BMSCs^osteo^. In addition, amino acid metabolites were different in BMSCs^adipo^ compared with BMSCs^osteo^, e.g., higher glutamine in BMSCs^adipo^, which can serve as an alternative carbon source for OxPhos.^25^

A similar distinct pattern of metabolites was identified in the metabolomic analysis of intracellular metabolites of BMSCs^adipo^ and BMSCs^osteo^ following 24 h and 72 h of in vitro culture in basal conditions (Figs. S4 and S5), corroborating the presence of a stable metabolic program.

### Is the metabolic program of BMSC progenitors flexible? Effects of parathyroid hormone (PTH) and inhibitors of insulin signaling and OxPhos

Our study demonstrated that committed adipocytic and osteoblastic cells exhibit a distinct metabolic program leading to differential responses under adipogenic culture conditions. However, it is not known whether these responses can be regulated by external cues. Thus, we studied the effects of treatment with PTH on AD differentiation when the cells were cultured under adipogenic culture conditions. PTH is known to enhance OB differentiation of progenitor cells through inducing changes in the bioenergetic profile.^26^ Gene expression profiling revealed that the expression level of PTH receptor 1 (*Pth1r*) was higher in BMSCs^osteo^ compared with the level in BMSCs^adipo^ (Fig. 1k). In vitro treatment of BMSCs^adipo^ and BMSCs^osteo^ with PTH under adipogenic culture conditions for up to 10 days led to reduced AD differentiation in BMSCs^adipo^, as evidenced by the decreased number of Nile Red-positive mature ADs and reduced expression levels of adipocytic genes (*Pparγ2* and *Fsp27*) (Fig. 5a, b). On the other hand, we observed increased expression of the PTH-responsive genes *Bmp4, Igf1*, and *Igfr1* in BMSCs^osteo^ but not in BMSCs^adipo^ (Fig. 5c). Furthermore, PTH treatment impaired insulin signaling accompanied by decreased *Insr* gene expression in BMSCs^adipo^ (Fig. 5d), which corroborates similar findings previously reported in 3T3-Ll cells.^27^ In addition, PTH treatment altered the bioenergetic program of BMSCs^adipo^, shifting the cells towards a more glycolytic state (Fig. 5e**)**, as we observed increased “induced glycolysis” in the presence of PTH (PTH-treated versus Veh-treated cells, 22%, *P* < 0.05) (Fig. 5e, left graph). In addition, PTH treatment induced a shift toward more glycolytic ATP production, even though mitochondrial ATP production was also affected (Fig. 5e, right graph).

**Fig. 5:**
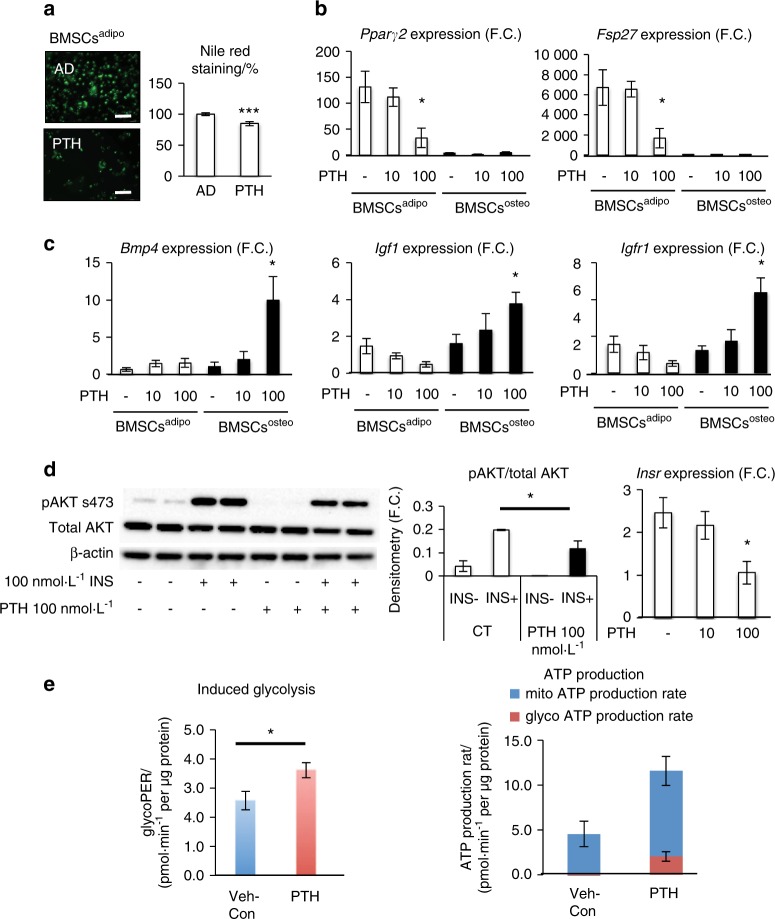
PTH affects the adipogenic potential of BMSCs^adipo^ progenitors. Evaluation of PTH treatment on AD differentiation potential in BMSCs^adipo^ and BMSCs^osteo^. **a** Representative pictures and evaluation of Nile Red staining in BMSCs^adipo^ differentiated in adipogenic conditions (AD) and after chronic (D10) PTH treatment, (scale bar 100 μm); **b** gene expression of adipocytic and insulin signaling-related genes such as *Pparγ2, Fsp27*, and *Irs1* after chronic PTH treatment; **c** gene expression of PTH-responsive genes such as *Bmp4, Igf1*, and *Igfr1* after chronic PTH treatment; data are presented as the mean of the fold change (F.C.) over undifferentiated cells ± SEM, (*n* = 3) **d** representative western blot and densitometry of insulin-stimulated (100 nmol·L^–1^, 15 min) phosphorylation of AKT (p-S473AKT) and total AKT and gene expression of *Insr* in BMSCs^adipo^ treated with PTH 100 nmol·L^–1^; (*n* = 3); **e** glycolytic potential of BMSCs^adipo^ and ATP production after 24 h of PTH treatment (*n* = 3); data are presented as the mean ± SEM (*P < 0.05, **P < 0.01; ***P < 0.001: BMSCs^adipo^ vs BMSCs^osteo^, two-tailed unpaired Student’s *t* test)

We also tested whether manipulation of insulin signaling in BMSCs^adipo^ affects their differentiation state. Treatment of BMSCs^adipo^ with the INSR antagonist S961 (100 nmol·L^–1^) under adipogenic culture conditions for 10 days resulted in impaired AD differentiation as evaluated by Nile Red staining (Fig. 6a), reduced gene expression of adipocytic genes (*Pparγ2, Fsp27*, and *Irs1*) (Fig. 6b) and impaired insulin signaling as well as decreased *Insr* gene expression (Fig. 6c). S961 treatment changed basal metabolism in BMSCs^adipo^, as shown by a reduced glycolytic and enhanced OxPhos ATP production rate. In addition, based on ATP levels, S961 treatment increased ATP production in BMSCs^adipo^ to comparable levels as those observed in BMSCs^osteo^ (Fig. S6a). Finally, we tested whether inhibition of OxPhos in BMSCs^adipo^ affects the differentiation capacity of cells. We treated BMSCs^adipo^ with oligomycin (100 nmol·L^–1^) (an inhibitor of ATP-synthase, a key enzyme in mitochondrial respiration) for 10 days in the presence of adipogenic culture conditions. As shown in Fig. 6d, oligomycin treatment decreased the AD differentiation capacity as evidenced by a decreased number of mature ADs that were positive for Nile Red staining, decreased gene expression of adipocytic and insulin signaling-related genes (*Pparγ2, Fsp27*, and *Irs1*) (Fig. 6e) and reduced insulin signaling along with decreased *Insr* gene expression (Fig. 6f). Moreover, oligomycin treatment exhibited modest effects on ATP production in BMSCs^adipo^ under basal undifferentiated culture conditions. However, under adipogenic induction, oligomycin significantly increased ATP production via glycolysis and reduced OxPhos (Fig. S6a, b).

**Fig. 6:**
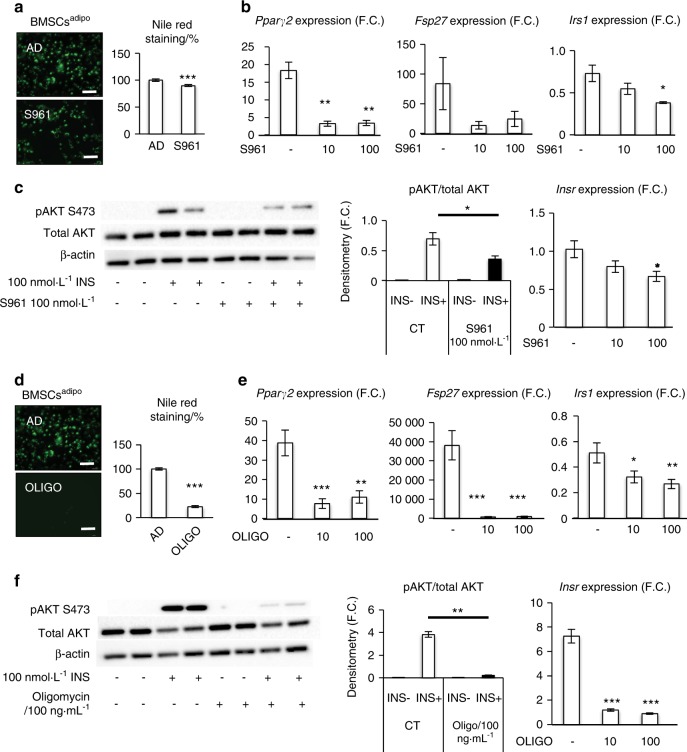
Blocking insulin receptor signaling and oxidative phosphorylation affects the adipogenic potential of BMSCs^adipo^ progenitors. **a** Representative pictures and evaluation of Nile Red staining in BMSCs^adipo^ differentiated in adipogenic conditions (AD) and after 100 nmol·L^–1^ S961 (insulin receptor antagonist) treatment (D10), (scale bar 100 μm); **b** Gene expression of adipocytic and insulin signaling-related genes such as *Pparγ2, Fsp27*, and *Irs1* after S961 treatment; data are presented as the mean of the fold change (F.C.) over undifferentiated cells ± SEM, (*n* = 3); **c** representative western blot and densitometry of insulin-stimulated (100 nmol·L^–1^, 15 min) phosphorylation of AKT (p-S473AKT) and total AKT and gene expression of *Insr* in BMSCs^adipo^ treated with S961 100 nmol·L^–1^; (*n* = 3); **d** representative pictures and evaluation of Nile Red staining in BMSCs^adipo^ differentiated in adipogenic conditions (AD) and after 100 ng·mL^–1^ oligomycin (inhibitor of ATP-synthase) treatment (D7), (scale bar 100 μm); **e** gene expression of adipocytic and insulin signaling-related genes such as *Pparγ2, Fsp27*, and *Irs1* after oligomycin treatment; data are presented as the mean fold change (F.C.) over undifferentiated cells ± SEM, (*n* = 3); **f** representative western blot and densitometry of insulin-stimulated (100 nmol·L^–1^, 15 min) phosphorylation of AKT (p-S473AKT) and total AKT and gene expression of *Insr* in BMSCs^adipo^ treated with oligomycin 10 and 100 ng·mL^–1^; (*n* = 2–3); (*P < 0.05, **P < 0.01; ***P < 0.001: CT vs treated cells; two-tailed unpaired Student’s *t* test)

Next, we examined the effect of S961 and oligomycin treatment on OB differentiation. S961 did not exert additional effects on enhanced OB differentiation in BMSCs^osteo^ as determined by in vitro mineralized matrix formation, even though we observed a significant increase in the osteoblastic genes *Alpl* and *Bmp2* (Fig. S6c). Oligomycin significantly inhibited OB differentiation of BMSCs^osteo^, which was also accompanied by inhibition of cell proliferation following longer in vitro exposure (Fig. S6d).

Thus, these data demonstrate that targeting the metabolic program in BMSC progenitors modulates their differentiation capacity.

### In vivo changes in the BM microenvironment induced by a HFD regulate AD and OB progenitor formation

To determine the physiological relevance of our findings, we employed the molecular signature of BMSCs^adipo^ to investigate the in vivo response of BMSC progenitors to the “obesogenic” environment present in C57BL/6 mice fed for 12 weeks with a HFD (60% fat)^28^ that resulted in obesity, hyperinsulinemia, and increased BM adiposity and AD size in the BM (Fig. S7a–c). In vitro cultures of BMSCs obtained from HFD-fed mice when compared with BMSCs obtained from mice on a normal diet (ND) exhibited a significant decrease in the number of BMSCs that are CD73+ and Sca+/CD140a+ and a concomitant increase in the expression of the adipocytic progenitor markers (mRNA and protein levels) CD80, CD141, CD53, and CD220 (Fig. 7a–c, Fig. S7d), which have previously been reported to be enriched in BMSCs^adipo^ compared with BMSCs^osteo^ ^21^ (Fig. S7e). These findings were accompanied by upregulation of adipocytic gene markers (*Pparγ2, C/ebpα, Fsp27, CD36*, and *Adipoq*) and no changes in osteoblastic gene markers, suggesting expansion of BMSC AD progenitors (Fig. 7d). In addition, the colony forming unit-fibroblast (CFU-f) capacity of primary cultures of BMSCs was decreased in HFD-fed mice (Fig. S7f). Furthermore, exposing BMSCs obtained from HFD mice to adipogenic conditions in vitro led to increased AD differentiation (Fig. 7e), increased expression of adipocytic genes (*Pparγ2, Adipoq, Fsp27*, and *Lep)* and no effect on OB differentiation (Fig. 7f). In addition, similar to our observations in BMSCs^adipo^, cultured BMSCs obtained from HFD mice revealed enhanced responsiveness to insulin compared with that of BMSCs obtained from ND mice (Fig. 7g, h). Thus, these data demonstrate the expansion of a population of adipocytic progenitors in BM following HFD-induced obesity that is similar in phenotype and functional responses to BMSCs^adipo^.

**Fig. 7:**
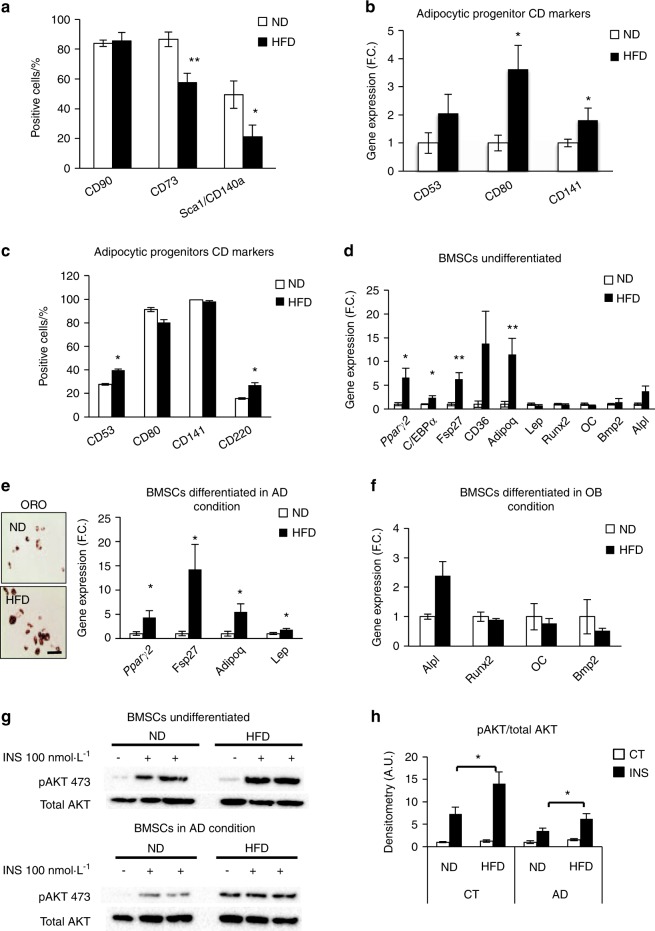
In vivo changes in the bone marrow microenvironment induced by a high-fat diet (HFD) regulate adipocyte and osteoblast progenitors. **a** Screening of stem cell marker expression measured by flow cytometry in primary BMSCs isolated from mice fed with an ND or HFD for 12 weeks (*n* = 5 per group). **b** Gene expression of adipocytic progenitor CD markers (CD53, CD80, and CD141); and **c** flow cytometry of adipocytic CD markers (CD53, CD80, CD141, and CD220) in BMSCs obtained from ND and HFD mice (*n* = 6 per group). Data are presented as the mean of the fold change (F.C.) normalized to ND BMSC gene expression ± SEM; *P < 0.05: ND vs HFD, two-tailed unpaired Student’s *t* test. **d** Gene expression profile of adipocytic genes (*Pparγ2, C/ebpα, Fsp27, CD36, Adipoq*, and *Lep*) and osteoblastic genes (*Runx2, OC, Bmp2*, and *Alpl*) presented as the fold change in BMSCs of ND and HFD mice (*n* = 6 per group); **e** representative pictures of AD differentiation (day 10) visualized with Oil Red O staining in BMSCs from ND and HFD mice, (scale bar 100 μm) and gene expression profile of adipocytic genes (*Pparγ2, Fsp27, Adipoq*, and *Lep*) presented as the fold change in AD differentiated BMSCs of ND and HFD mice (*n* = 6 per group); **f** gene expression profile of osteoblastic genes (*Alpl*, *Runx2, OC*, and *Bmp2)* presented as the fold change in OB differentiated BMSCs of ND and HFD mice (*n* = 6 per group); **g** representative western blot of insulin-stimulated (100 nmol·L^–1^, 15 min) phosphorylation of AKT (p-S473AKT) and total AKT in undifferentiated and AD differentiated BMSCs isolated from ND and HFD mice (*n* = 5–6 per group); **h** densitometry of pAKT/total AKT in undifferentiated and AD differentiated BMSCs isolated from ND and HFD mice. Data are presented as the mean ± SEM; *P < 0.05, **P < 0.01 compared with ND, two-tailed unpaired Student’s *t* test

## Discussion

In this study, we demonstrate that BMSC progenitors display a distinct metabolic program that determines their differentiation fate. AD progenitors exhibit enhanced insulin signaling and a higher capacity for OxPhos and lipid storage, whereas OB progenitors exhibit reduced insulin signaling, utilization of glycolytic activity to generate energy and an absence of lipid storage. We also demonstrate that targeting the AD progenitors’ metabolic program can regulate the efficiency of differentiation. The physiological relevance of these findings was corroborated in vivo through an intervention model of HFD-induced obesity in mice that led to expansion and enhanced differentiation of adipocytic progenitors.

Cellular metabolic programing refers to the metabolic processes that not only provide energy for cellular homeostatic functions but also define the cellular phenotype by mediating changes in posttranslational modifications of histones and transcription factors.^9^ Their metabolites could participate in posttranslational modification of the genome by methylation of transcription factor promoters, which has been shown in muscle- or adipose-derived stem cells.^9,29^ Stem cells in different states of commitment have specific bioenergetic needs that are necessary for their functions; thus, their differentiation can be affected under different pathophysiological conditions related to the metabolic status of the organism. Changes in cellular metabolic programming have been reported to occur during the initial phases of somatic cell programming to pluripotent stem cells and during immune cell differentiation.^8,10,11^ However, limited information is available regarding the relationship between the metabolic phenotype and lineage-committed BMSC OB and AD progenitors.

Employing two functionally different murine progenitor cell lines of AD progenitors (BMSCs^adipo^) and OB progenitors (BMSCs^osteo^), we observed a distinct metabolic gene signature of BMSCs^adipo^ characterized by enrichment in genes of insulin signaling, autophagy, lipid metabolism, and glucose utilization, suggesting the presence of a hypermetabolic state. On the other hand, BMSCs^osteo^ were enriched in skeletal-associated genes and extracellular matrix genes that are relevant to their role in matrix production and bone formation. This molecular phenotype suggests that BMSC progenitors mediate their differentiation functions in response to exogenous metabolic cues. These data corroborate recent findings from our group, reporting expansion of adipogenic progenitors in BMSC cultures of obese subjects along with enhanced insulin signaling.^30^

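Genes of triglyceride and fatty acid synthesis stood on both sides. *Lpin1* (2.97), a phosphatidate phosphatase, *Elovl6* (2.09), a fatty acid elongase, *Agpat3* and *Scd1* were the 4 of 23 at least 2-fold higher in BMSCs adipo. Another probe set of *Elovl6* differed by only 0.35. *Fads2* (-1.83), a desaturase, *Lpin3* (-1.51) and *Dgat2* were the 3 at least 2-fold higher in BMSCs osteo, and the median of 0.19 lay at percentile 89.3 of random lists. In cholesterol synthesis, *Msmo1* (0.76), *Sqle* (0.71) and *Pmvk* (0.64) lay within 2-fold, and the median of 21 genes was 0.18, at percentile 86.2. Autophagy genes were nearly all within 2-fold, with *Map1lc3b* the 1 of 40 past the size rule. *Optn* (0.89), an autophagy receptor, *Atg14* (0.76) and *Gabarapl2* (0.76) had the next largest differences, and the median of 0.03 lay at percentile 56.5. In the full pentose phosphate list, which carries glucose toward NADPH and ribose, *G6pdx* (1.20), the first enzyme, joined *Prps2* and *Rpia* as the 3 of 12 at least 2-fold higher in BMSCs adipo. None was at least 2-fold higher in BMSCs osteo, and the median was 0.41. From the enrichment of genes of insulin signaling, autophagy, lipid metabolism and glucose use in this profile, the paper proposes that BMSCs adipo are in a hypermetabolic state.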

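Collagens and other matrix genes were higher in BMSCs osteo. Of 64 genes on this list, 27 were at least 2-fold higher there, among them *Postn*, *Col11a1*, the small proteoglycan *Fmod* (-5.60), with log2 levels of 7.02 in BMSCs adipo and 12.6 in BMSCs osteo, and *Col8a2* (-4.11). The 5 at least 2-fold higher in BMSCs adipo were *Nid1*, *Adamts2*, *Fbln1*, *Vcan* and *Col6a1*. The median of -0.64 lay below all random lists. Osteoblast and mineralization genes stood on both sides, with 13 of 38 at least 2-fold higher in BMSCs osteo and 8 in BMSCs adipo. *Ibsp*, *Postn* and *Tnn* were among the 13, and *Sfrp1* among the 8. The list's median was -0.32, at percentile 0.14, and -0.13 without the brightness filter, at percentile 9.79.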

Progenitor cell clonal expansion requires the availability of a quick source of energy, and glycolysis is the preferred energy production mechanism, whereas the more energy efficient oxidative metabolism is associated with cell differentiation and mature functions.^9^ We observed a different metabolic pattern in BMSC progenitors. Committed osteoblastic progenitors employed glycolysis and, to a lesser degree, OxPhos, but committed adipocytic progenitors employed mainly OxPhos. This phenomenon has also been observed in undifferentiated versus differentiated pluripotent stem cells.^31^ The higher glycolytic profile of BMSCs^osteo^ represents a similarity with the stem cell state, while the higher OxPhos rate in BMSCs^adipo^ is associated with a more differentiated phenotype. It is plausible that glycolysis is preferred in committed osteoblastic cells because it is a source of rapid energy generation needed by the cells to respond quickly during bone regeneration following bone fracture or during bone remodeling. In addition, osteoblastic progenitors are present near the bone surface in a hypoxic microenvironment in which HIF1α is inducible and can drive the glycolytic processes.^32,33^ Our study corroborates the findings of a recent study by Guntur et al.^34^ demonstrating that glycolysis is a major metabolic process during OB differentiation in a murine osteoblastic cell line MC3T3, in contrast to a committed preadipocytic cell line, 3T3-L1, which preferred OxPhos during AD differentiation. Thus, commitment to either OBs or ADs is associated with a characteristic bioenergetic profile that is maintained during differentiation.

Nutrient-sensitive signaling pathways (mTOR, AMPK, or insulin/IGF-1) contribute to stem cell fate determination and energy fuel choice.^35^ Glucose is transported into the cells via glucose transporters (GLUT) that vary among different cell types.^36^ During skeletal development, glucose uptake is mediated primarily via GLUT1, which is insulin-independent.^37^ In our study, we observed that postnatal BM AD BMSCs^adipo^ progenitors expressed higher levels of insulin-responsive GLUT4 compared with BMSCs^osteo^, suggesting a higher responsiveness to insulin. This was further confirmed by the presence of enhanced insulin-stimulated glucose uptake in AD progenitors and significant changes in the metabolic phenotype in response to the acute effect of insulin when compared with BMSCs^osteo^. Our data corroborate and extend the results of Li et al.^38^ that different GLUT are utilized by murine bone cells depending on their developmental stage.

Is it possible to change lineage fate through targeting the metabolic program of BMSC committed progenitors? We observed that PTH treatment, inhibitors of insulin signaling and OxPhos affected the cellular metabolism of AD progenitors and inhibited their differentiation. Recent studies support the observed effects in our study. Fan et al.^26^ demonstrated that PTH/PTH1r signaling regulates BMSC cell fate and enhances OB lineage commitment. Similar to our findings, Esen et al. showed that PTH promotes OB differentiation by enhancing glycolysis,^39^ and Maridas et al. reported^40^ PTH-enhancing effects on BMAT lipolysis. Here, we also presented additional evidence that targeting insulin signaling or OxPhos can influence the differentiation fate of BMSC progenitors. While targeting insulin signaling in BMSC progenitors showed an opposite effect on AD and OB differentiation, inhibition of OxPhos by a long exposure of oligomycin negatively affected both BMSCs^adipo^ and BMSCs^osteo^ progenitors during differentiation. However, further studies are needed to investigate whether acute treatment with oligomycin exhibits a similar effect. As previously shown by Kim et al.^41^ and Guntur et al.,^34^ OBs may use OxPhos during their differentiation, and depending on the source of fuel, either FA or glucose, this was stimulated or inhibited.

Our findings suggest that BMSC progenitors exhibit a metabolic program upstream of differentiation and not, as commonly assumed, that as progenitors differentiate, they acquire changes in their metabolic program. This difference is important in clarifying the role of BM ADs in whole body energy metabolism and bone homeostasis.

An inverse relationship between BMAT and bone mass has been observed in several studies. However, analysis of the published data shows that in many situations, BMAT and bone mass can change independently.^7^ Our study provides a cellular explanation for these differences, as it demonstrates the presence of AD and OB progenitors within the BM microenvironment that respond differently to external stimuli as well as to the metabolic status of the organism. In hyperinsulinemic, hyperglycemic, and hyperlipidemic conditions using HFD-fed mice, we and others^42^ showed expansion of adipocytic progenitors in the BM microenvironment. In addition, our data advance the concept that osteoblastic and adipocytic mature cell formation can be regulated not only at the level of stem cells but also at the level of committed progenitors. For translational medicine, manipulation of metabolic pathways in BMSC progenitors is a plausible approach to enhance lineage-specific differentiation and tissue regeneration.

## Materials and methods

### Cell culture of MSC clonal cell lines (BMSCs^adipo^ and BMSCs^osteo^)

The murine BM-derived spontaneously immortalized clonal cell lines BMSCs^adipo^ and BMSCs^osteo^ were established and characterized previously in our laboratory (for more information, see papers^19,20^). For expansion, both cell lines were cultivated in basal DMEM supplemented with 10% fetal bovine serum (FBS; Gibco Invitrogen, USA) and 100 μg·mL^–1^ streptomycin and 100 U·mL^–1^ penicillin.

### Microarray analyses

BMSCs^adipo^ and BMSCs^osteo^ were cultured under standard culture conditions as described above. Total RNA was isolated at day 0 to perform global gene expression analysis using Affymetrix GeneChip® MG430A 2.0 Arrays (Affymetrix, USA) (GEO accession number: GSE124905). These data were published in a previous publication by Taipaleenmäki et al.^20^ We performed addition analyses to compare global gene expression in basal conditions to determine the GO categories of the genes that were differentially expressed between BMSCs^adipo^ and BMSCs^osteo^ (Fig. 1b and Fig. S1).

### AD differentiation

For in vitro AD differentiation, the cells from both cell lines were seeded at a density of 20 000 cells·cm^–2^ and incubated in DMEM supplemented with 9% horse serum and ADinduction medium containing 3 μg·mL^–1^ insulin (Sigma), 1 × 10^−6^ mol·L^–1^ dexamethasone, and 0.5 μmol·L^–1^ 3-isobutyl-1-methylxanthine (IBMX; Sigma). The medium was changed every second day for 10 days. The ADs were visualized by Oil Red O staining.

### Oil Red O staining

Cells were fixed in 4% paraformaldehyde for 10 min at room temperature (RT) and then stained with Oil Red O (Sigma-Aldrich) to visualize the lipid content. Briefly, cells were rinsed in 3% isopropanol solution and stained with filtered Oil Red O solution (0.5 g in 100% isopropanol) for 1 h at RT.

### Nile red staining

Nile red fluorescence quantification of adipogenesis was performed using a stock solution of Nile red (1 mg·mL^–1^) in DMSO. Staining was performed on unfixed cells. Cultured differentiated cells were grown in polystyrene flat‐bottom 96‐well tissue culture (TC)‐treated black microplates and washed once with PBS. The dye was directly added to the cells (5 μg·mL^–1^ in PBS) and incubated for 10 min at RT, and then the cells were washed twice with PBS. The fluorescence intensity was measured using a microplate reader with the bottom well‐scan mode, during which nine readings were taken per well using excitation (485 nm) and emission (572 nm) spectra.

### OB differentiation

The cells were plated at a density of 20 000 cells·cm^–2^ in alpha MEM medium (Gibco) containing 10% FBS, 100 U·mL^–1^ penicillin (Gibco), 100 g·mL^–1^ streptomycin (Gibco). One day after seeding, the medium was replaced with OB induction medium composed of base medium supplemented with 10 mmol·L^–1^ B-glycerophosphate (Sigma-Aldrich), 10 nmol·L^–1^ dexamethasone (Sigma-Aldrich) and 50 μg·mL^–1^ vitamin C (Sigma-Aldrich). The medium was changed every other day for 10 days.

### ALP activity assay

Cells were incubated with naphthol AS-TR phosphate solution containing Fast Red TR (Sigma-Aldrich) as described previously.^43^ ALP activity was measured using p-nitrophenyl phosphate (Fluka Chemie) as the substrate.^44^

### Quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from the cells using TRIzol (Invitrogen) following the manufacturer’s protocol. The RNA concentration was measured using a Nanodrop 2100, and cDNA synthesis was performed from 1 μg of total RNA using a commercial revertAid H minus first strand cDNA synthesis kit (Fermentas, Helsingborg, Sweden) according to the manufacturer’s instructions. Gene expression was analyzed by qRT-PCR using IQ SYBR Green Master Mix with the ABI Step One Plus Real-Time PCR System (Applied Biosystems) according to the manufacturer’s instructions. A list of primers used is given in Table S1. qPCR data were normalized to the housekeeping gene 36B4 expression and calculated using the formula 2^−(ΔΔCt)^ in which ΔΔCt = (Ct mRNA − Ct 36B4)_sample_ − (Ct mRNA − Ct 36B4)_control sample_.

### Western blot analyses

Cell lysates were prepared using RIPA lysis buffer. Protein concentrations were measured using the BCA assay (Thermo Fisher). Thirty micrograms of protein was separated on 8%–12% NuPAGE Novex Bis-Tris gels (Invitrogen) followed by transfer to a polyvinylidene fluoride membrane (Millipore A/S). Antibodies against the INSR and total or Ser-473 phosphorylated AKT (pAKT) were obtained from Cell Signaling Technology (Herlev, Denmark). Anti-β-actin was purchased from Santa Cruz Biotechnology, Inc. (Aarhus, Denmark). Quantification of western blots was performed with Bio-Rad software.

### Glucose uptake

Glucose uptake was measured using [1,2-3H]−2-deoxy-D-glucose as previously described.^45^ The cells were starved 4 h before the assay in basal medium without serum (DMEM/0.5% BSA). Then, the cells were incubated in basal DMEM/0.5% BSA containing [1,2-3H]-2-deoxy-D-glucose in the presence or absence of 100 nmol·L^–1^ insulin (Sigma) for 4 h and 24 h. Next, the cells were washed and scraped in PBS buffer, and neutral lipids were separated by TLC. The scintillation counts in cell lysates were measured on a scintillator (PerkinElmer). The results were normalized to protein concentrations and presented as a fold change ± SEM.

### Lipid extraction and TLC

Lipids were extracted using Bligh and Dyer extraction of total lipids from mammalian cells by adding chloroform:methanol (1:1) solution followed by a solution of chloroform:0.2 mol·L^–1^ KCl, which resulted in phase separation of the organic and aqueous phases. The organic phase was removed and dried under nitrogen and then resuspended in chloroform:methanol. A 20-µL aliquot was used for scintillation measurements. The rest of the samples were loaded in duplicate, and TLC plates were developed to the top of the plate in the solvent system hexane:diethylether:acetic acid (80:30:1). Lipids were visualized after spraying the plate with 10% CuSO_4_ dissolved in 8% H_2_PO_4_ and incubating in a 180 °C oven. For radioactive lipid spot visualization, the plates were placed in cassettes (storage radioactive screen) for 1 month in the dark and then the storage screen was scanned on The Typhoon Scanner. Representative scan pictures are presented as a PDF.

### Bioenergetic analyses/profiling

BMSCs^adipo^ and BMSCs^osteo^ murine cell lines were seeded in 24-well multiwell plates (Seahorse Bioscience) and differentiated as described above. OCRs of nondifferentiated and 10-day-differentiated cells were determined using an XF24 Extracellular Flux Analyzer (Seahorse Bioscience). Glycolytic stress tests were performed by sequentially adding 10 mmol·L^–1^ glucose (and 100 nmol·L^–1^ insulin), rotenone and antimycin A (Rot/Ant; 1 µmol·L^–1^ each), carbonyl cyanide-4-(trifuoromethoxy)phenylhydrazone (FCCP; 2 µmol·L^–1^), followed by 2-deoxyglucose (50 mmol·L^–1^). Conversely, a mitochondrial stress test was performed by adding 10 mmol·L^–1^ glucose (and 100 nmol·L^–1^ insulin), oligomycin A (Oligo; 2 µmol·L^–1^), FCCP (2 µmol·L^–1^), and Rot/Ant (1 µmol·L^–1^ each) in succession. The basal OCR was then calculated by subtracting Rot/Ant from the unstimulated OCR value. Maximal respiration was determined following FCCP treatment according to Wu et al.^46^ The ATP production rate was measured by an ATP rate assay, and the acute effects of insulin were measured by an energy phenotype test (Agilent Technologies). Data are presented as normalized to µg protein.

### Metabolomics measured by LC–MC

Sample analysis was carried out by MS-Omics as follows. Intracellular extracts were dried under nitrogen flow and reconstituted in a MilliQ water/acetonitrile (1:1) mixture. Extracellular supernatants were diluted 1:3 in MilliQ water before acetonitrile was added (1:1). The analysis was carried out using a UPLC system (UPLC Acquity, Waters) coupled with a time of flight mass spectrometer (Xevo G2 Tof, Waters). An electrospray ionization interface was used as the ionization source. Analysis was performed in negative and positive ionization mode. The UPLC was performed using a slightly modified version of the protocol described by Paglia et al.^47^ Data processing was carried out using MZmine 2^48^ followed by curation using a custom made in-house protocol. The compounds were identified using both peak retention times (compared with authentic standards) and accurate mass (with an accepted deviation of 0.005 Da). Metabolomic data were analyzed using MetaboAnalyst software (www.metaboanalyst.ca).

### Treatment of BMSC progenitors with S961, PTH, and oligomycin

BMSCs^adipo^ and BMSCs^osteo^ were treated during their adipogenic differentiation protocol with different reagents to test their effect on differentiation: INSR antagonist 10 nmol·L^–1^ or 100 nmol·L^–1^ to block insulin signaling as one of the differently activated signaling pathways between cell lines (S961; cat. no. ABIN2876379) (www.antibodies-online.com), PTH known to enhance OB differentiation (1-34 fragment bovine) (Sigma; cat. no. P3671) 10 nmol·L^–1^ or 100 nmol·L^–1^, and oligomycin 10 nmol·L^–1^ or 100 nmol·L^–1^, an inhibitor of OxPhos (Sigma, cat. no. 75351) (in independent experiments) for 10 days. The AD differentiated cells were harvested after 10 days for subsequent analyses. The treatments with PTH, S961 and oligomycin were tested on mouse BMSCs (mBMSCs) (Fig. S8).

### Animal work

Male C57BL/6J mice (Taconic) were given ad libitum normal chow diet (Altromin® 132003; containing 6% fat, 30% protein, 63% carbohydrate, and 7.7% sucrose) or 60 kcal% HFD (Research Diet D12492; containing 35% fat, 26% protein, 26% carbohydrate, and 8.8% sucrose) at 8 weeks of age for a period of 12 weeks. Animals were bred and housed under standard conditions (21 °C, 55% relative humidity) on a 12-h light/12-h dark cycle. All experimental procedures were approved by the Danish Animal Ethical Committee (2017-15-0201-01210).

### Glucose metabolic studies

A glucose tolerance test (GTT) was performed after 12 weeks of HFD. For GTT, overnight-fasted mice were injected with 1 g·kg^–1^ d-glucose i.p. and glucose levels were measured at different timepoints using a BREEZE® 2 meter (Bayer).

### Isolation of BMSCs

BMSCs were isolated from the bones of the front and hind limbs of C57BL/6J male mice (after 12 weeks of HFD) according to the paper by Tencerova et al.^28^ following the steps of bone crushing, collagenase digestion, and negative selection of CD45, CD31, and Ter119 cells using microbeads (Miltenyi) according to the protocol of Zhu et al. and Houlihan et al.^49,50^ Isolated BMSCs were cultured in vitro, passaged, and used for subsequent analyses.

### CFU assay

For assessment of CFUs, cells were plated at a density of 500 cells in a 60-mm culture dish. After 14 days, colonies displaying more than 50 cells were counted using crystal violet staining (Sigma-Aldrich).

### Flow cytometry

Immunophenotyping of BMSCs was performed by flow cytometry. Adherent cells were removed from flasks using 0.05% trypsin EDTA and incubated with Fc-mouse blocking reagent followed by preconjugated antibodies for isotype controls and specific markers (rat anti-mouse Sca-1-PE, cat. no. 553336; rat anti-mouse CD140a-APC, cat. no. 562777; rat anti-mouse CD73-PE, cat. no. 550741; BD Biosciences and rat anti-mouse CD105-PE, cat. no. 120408; rat anti-mouse CD90.2-PE, cat. no. 140307; rat anti-mouse CD44-PE, cat. no. 103024; BioLegend; rat anti-mouse CD53-FITC, cat. no. 124705, BioLegend; Armenian hamster anti-mouse CD80 BV421, cat. no. 104725; BioLegend; rat anti-mouse CD134-APC, cat. no. 119413, BioLegend; rat anti-mouse CD141-PE, cat. no. 566338, BD Bioscience, goat anti-mouse CD220-PE, cat. no. FAB1544P, R&D Biosystems) used according to the manufacturers’ recommendations. The flow cytometry was performed by a BD FACSAria II (BD Biosciences) and analyzed by FlowLogic analysis software.

### Statistical analysis

The statistical significance of the differences in the means of the investigated cell lines was determined by unpaired Student’s *t* test or one-way ANOVA where appropriate using GraphPad Prism v 6.0c software. For all tests, *P* ≤ 0.05 was considered significant. The data are presented as the means ± SEM.

## Supplementary information

Revised Supplementary information

# Supplementary material for: Metabolic programming determines the lineage-differentiation fate of murine bone marrow stromal progenitor cells
**Source:** Bone Res. 2019 Nov 14;7:35. doi: 10.1038/s41413-019-0076-5
**Supplement:** Supplementary file 1 — Revised Supplementary information

SUPPLEMENTARY INFORMATION

Supplementary Figures with figure legends: Fig.S1-S8

Supplementary Table: Table S1

Fig. S1

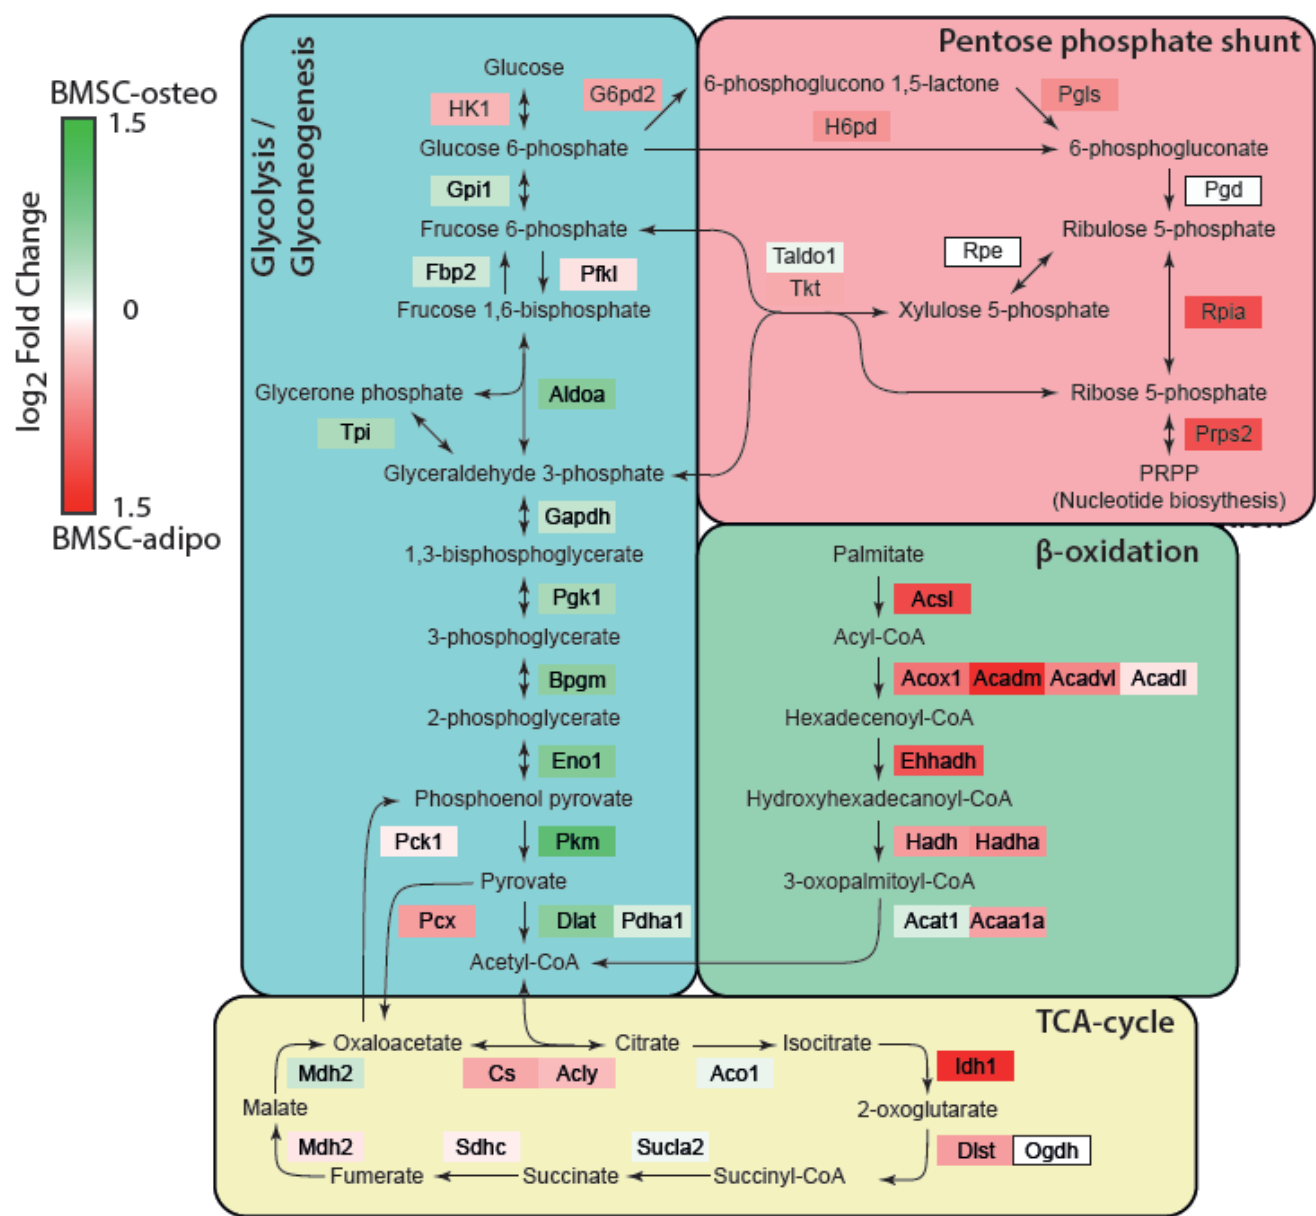

Fig. S1. Representative scheme of genes involved in metabolic pathways enriched from microarray data.

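Enzymes of fatty acid breakdown in this scheme were higher in BMSCs adipo. Of its 10 beta-oxidation genes, 9 had a positive difference, and *Acadm*, *Acsl1* and *Ehhadh* (1.08) were among those at least 2-fold higher. *Acadvl* (0.69), *Hadha* (0.63), *Hadh* (0.54), *Acadl* (0.41) and *Acaa1a* (0.31) lay within 2-fold, and *Acat1* (-0.17) was the exception. The median of 0.66 lay at percentile 99.7 of random lists. The paper drew this scheme from categories enriched on the same arrays, so the percentiles of its lists are descriptions and not tests. *Acadl* and *Acsl1* had probe sets of both signs.

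Of the scheme's glycolysis genes, 10 of 13 had a negative difference. *Eno1* (-1.11), an enolase, and *Pkm* (-1.09), pyruvate kinase, were the 2 at least 2-fold higher in BMSCs osteo. *Aldoa* (-0.72), *Dlat* (-0.67), *Bpgm* (-0.64), *Pgk1* (-0.48), *Tpi1* (-0.30), *Fbp2* (-0.23), *Gpi1* (-0.21) and *Pdha1* (-0.04) lay within 2-fold. Pyruvate carboxylase, *Pcx* (0.84), *Hk1* (0.44) and *Pfkl* (0.12) had positive differences, *Pck1* was below the filter, and the median lay at percentile 4.94. *Gapdh* had no probe set of its own among the filtered genes. Probe sets it shares with related sequences differed by -0.19, -0.48 and -0.39. Control probe sets for *Gapdh*, left out with the other controls, differed by -0.25, -0.27 and -0.31.

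In the pentose phosphate shunt, *Prps2* (1.44), which makes the nucleotide precursor PRPP, and *Rpia* (1.14) were at least 2-fold higher in BMSCs adipo. *Pgls* (0.65), *H6pd* (0.60) and *Tkt* (0.45) were on the same side, *Taldo1* (-0.08) and *Pgd* (-0.07) lay near 0, and *G6pd2* was below the filter. The median of these 7 genes was 0.60, at percentile 97.9, and 0.29 after chromosome medians had been subtracted, a setting chosen after the values were seen. Probe sets of *Tkt* and *Pgd* differed in sign. *Rpe* shares its probe sets with *Kansl1l*.

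Of the 9 TCA cycle genes drawn, *Idh1* (2.02), the cytosolic isocitrate dehydrogenase, was at least 2-fold higher in BMSCs adipo. *Acly* (0.61), *Dlst* (0.57), *Cs* (0.46), *Sucla2* (0.32), *Aco1* (0.11), *Sdhc* (0.09), *Ogdh* (0.08) and *Mdh2* (-0.21) lay within 2-fold. Their median was 0.32, at percentile 90.5, and 0.07 with the mean of each gene's probe sets. Probe sets of *Acly*, *Sucla2*, *Aco1* and *Ogdh* differed in sign. In the wider list of 22 TCA cycle genes, *Idh3a* (-1.19) and *Sdhb* (-1.03) were at least 2-fold higher in BMSCs osteo, *Suclg2* (0.92) lay within 2-fold, and the median was 0.21, at percentile 92.6.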

Fig. S2

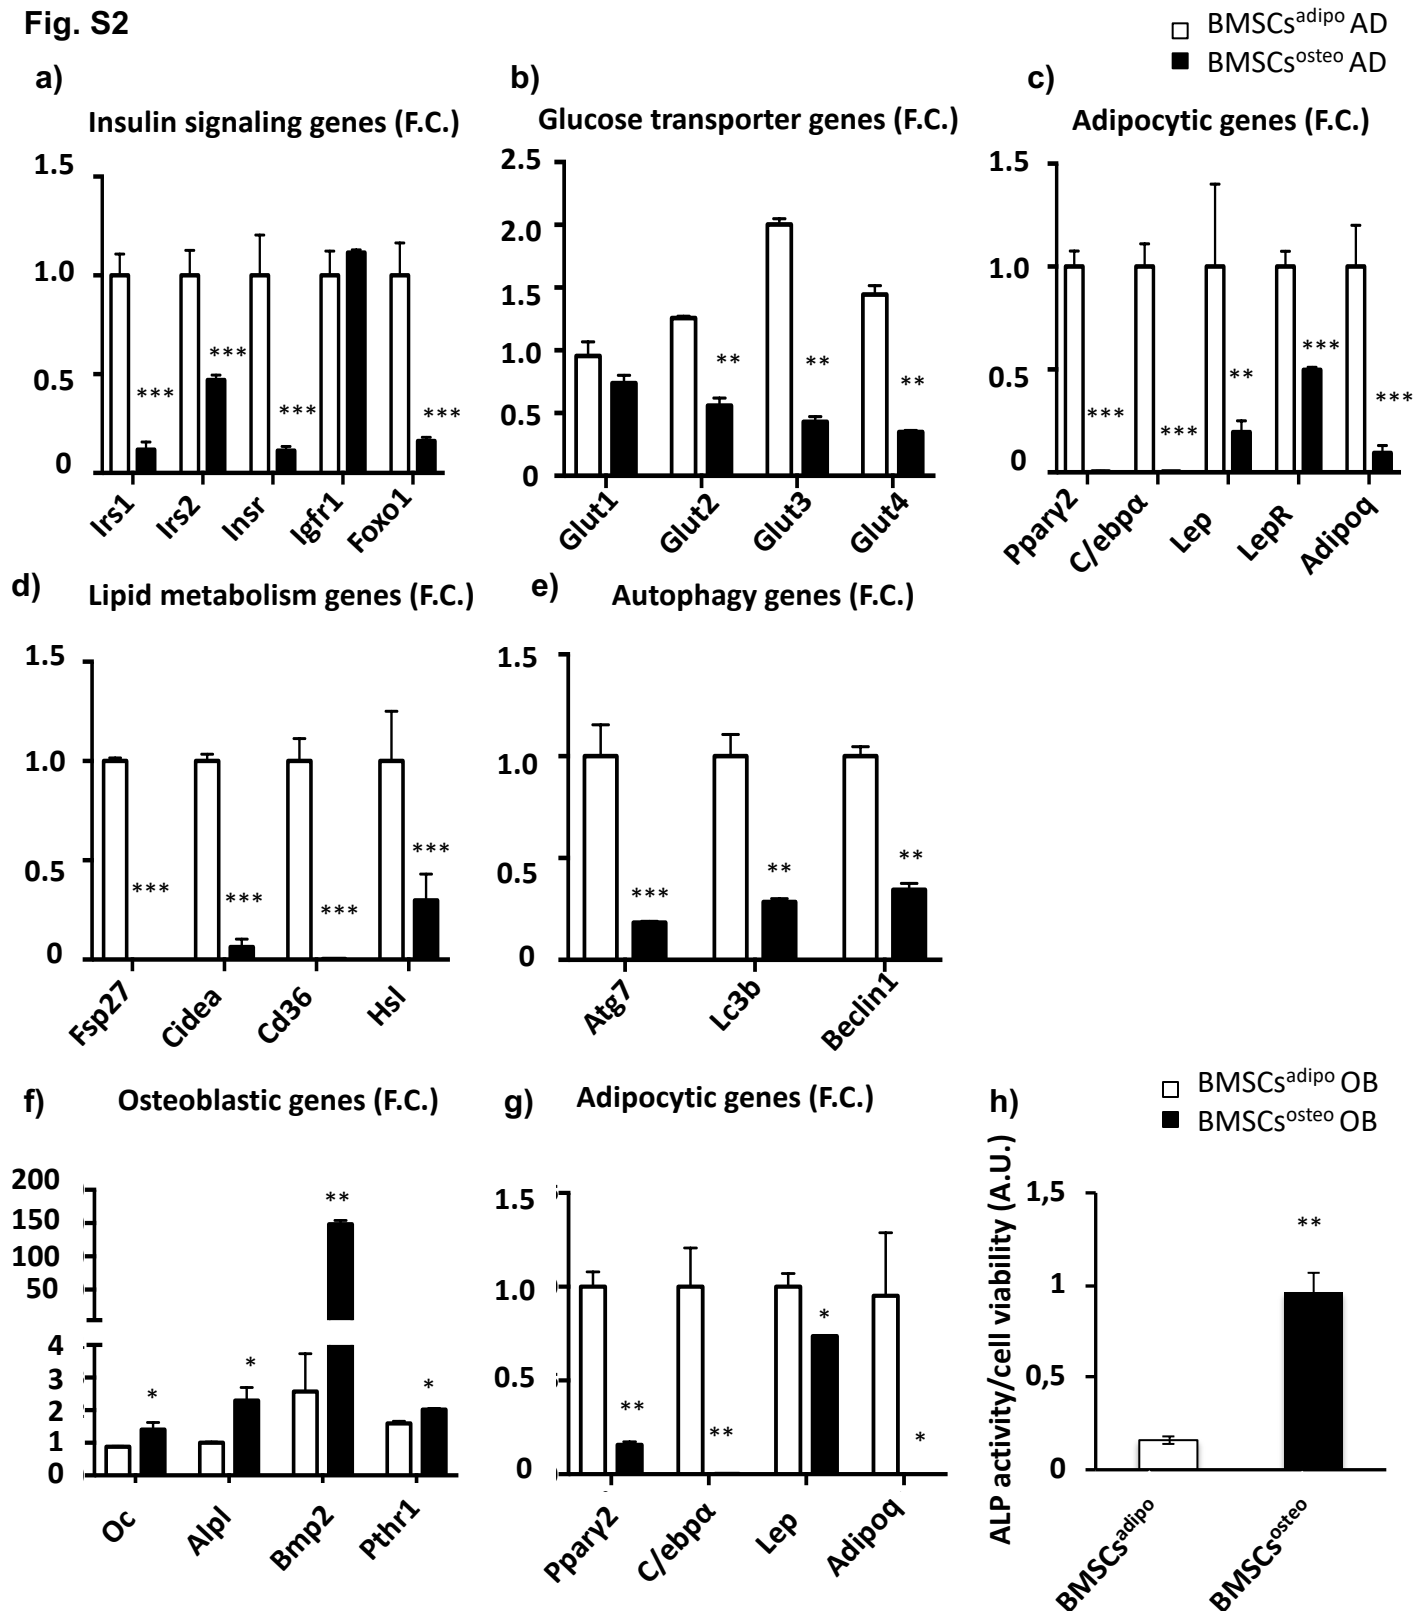

Fig. S2: Gene expression profiling of BMSCs^{adipo} and BMSCs^{osteo} in adipogenic condition (D10) (a-e). (a) Genes involved in insulin signaling as *Irs1*, *Irs2*, *Insr*, *Igfr1*, *Foxo1*; (b) glucose transporters as *Glut1*, *Glut2*, *Glut3* and *Glut4*; (c) adipocytic genes as *Pparg2*, *C/ebpα*, *Lep*, *LepR* and *Adipoq*; (d) genes involved in lipid metabolism as *Fsp27*, *Cidea*, *CD36*, *Hsl*, (e) autophagy genes as *Atg7*, *Lc3b*, and *Beclin1*. (f-g) Gene expression profiling of BMSCs^{adipo} and BMSCs^{osteo} in osteogenic condition (D10). (f) Osteoblastic genes as *Oc*, *Alpl*, *Bmp2*, *Pthr1*; (g) Adipocytic genes as *Pparg2*, *C/ebpα*, *Lep*, and *Adipoq*; (h) ALP activity normalized to cell viability of BMSCs^{adipo} and BMSCs^{osteo} in osteogenic condition. Data are presented as mean fold change (F.C.) of gene expression normalized to BMSC^{adipo} expression $\pm$ SEM, (n=3 per group); (*p<0.05, **p<0.01; ***p<0.001: BMSCs^{adipo} vs BMSCs^{osteo}, two-tailed unpaired Student's t test).

Fig. S3

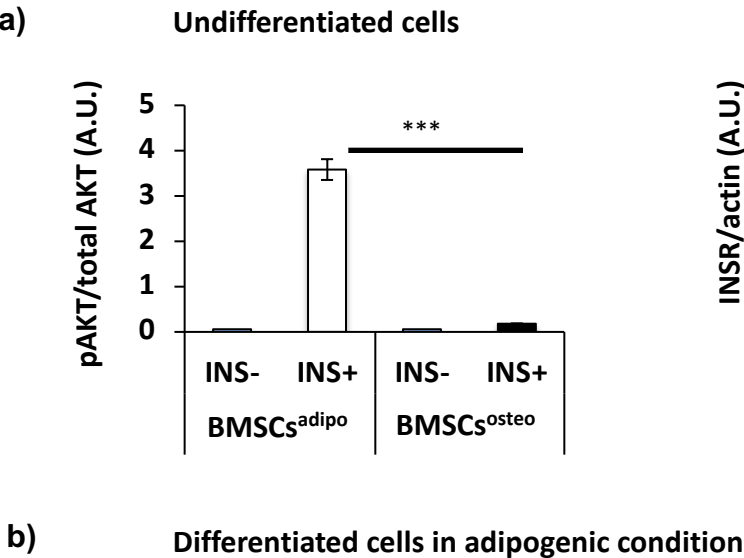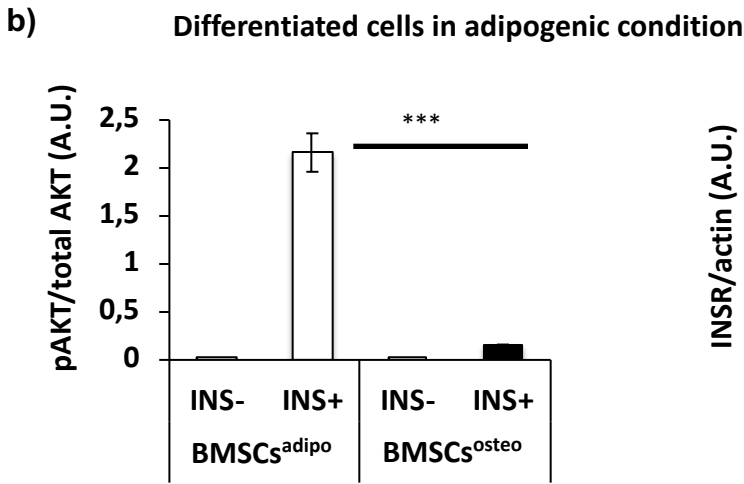

Fig. S3: Densitometry of pAKT/totalAKT and INSR/actin in BMSCs_{adipo} and BMSCs_{osteo}. (a) in undifferentiated cells and (b) in adipogenic condition. Data are presented as mean of densitometry $\pm$ SEM, (n=3); (***) $p < 0.001$: BMSCs_{adipo} vs BMSCs_{osteo}, two-tailed unpaired Student's t test).

Fig. S4

24h timepoint

a)

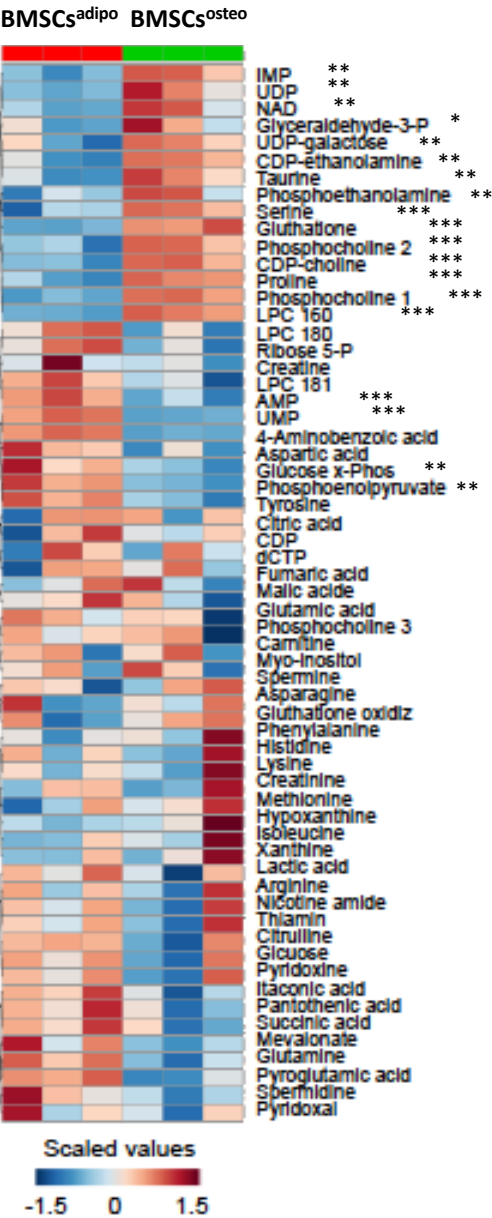

b)

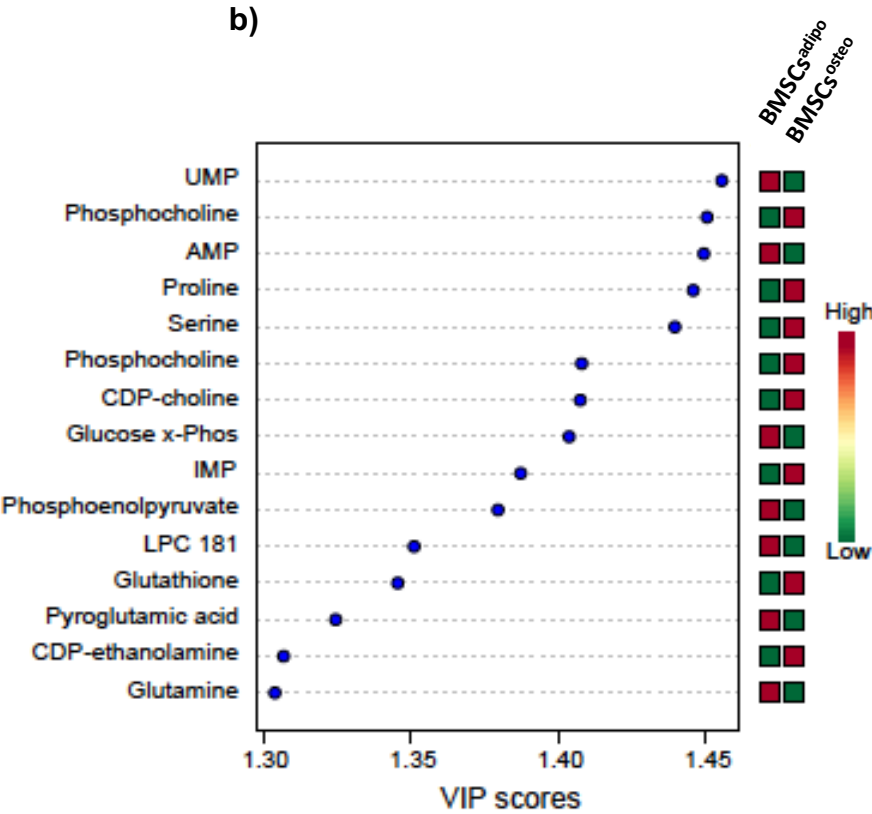

Fig. S4: Global metabolic analyses of intracellular metabolites after 24h in basal medium in BMSCs^{adipo} and BMSCs^{osteo} using LC-MS. (a) Heatmap of all intracellular metabolites differently expressed between BMSCs^{adipo} and BMSCs^{osteo} in basal condition after 24h; (b) Important features differently expressed in BMSCs^{adipo} and BMSCs^{osteo}. Data are presented as mean $\pm$ SEM from three independent experiments. (n= 3) (*p<0.05, **p<0.01, ***p<0.001: BMSCs^{adipo} vs BMSCs^{osteo}, two-tailed unpaired Student's t test).

Fig. S5

72h timepoint

a)

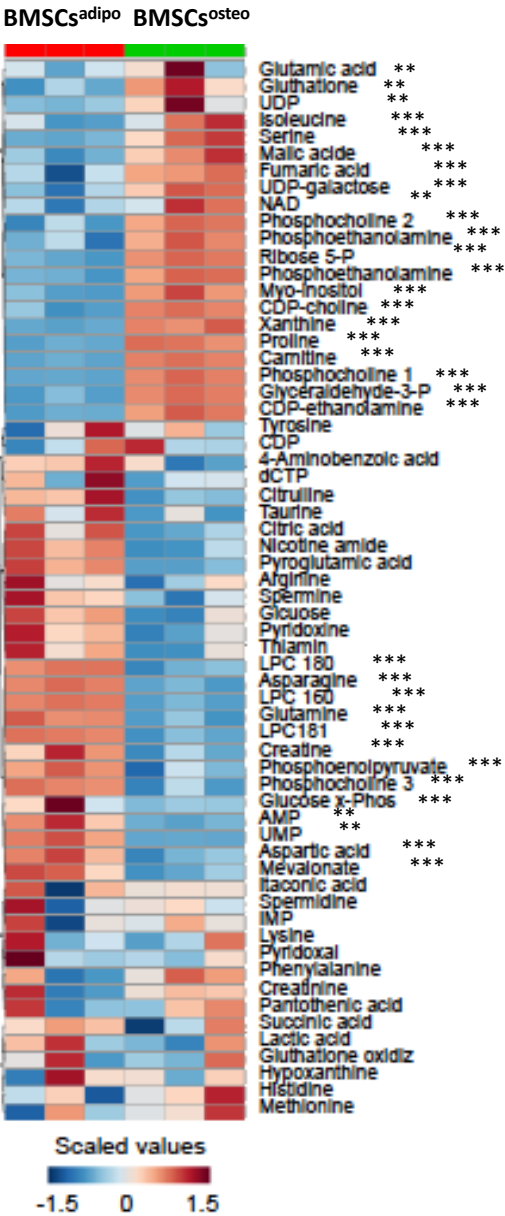

b)

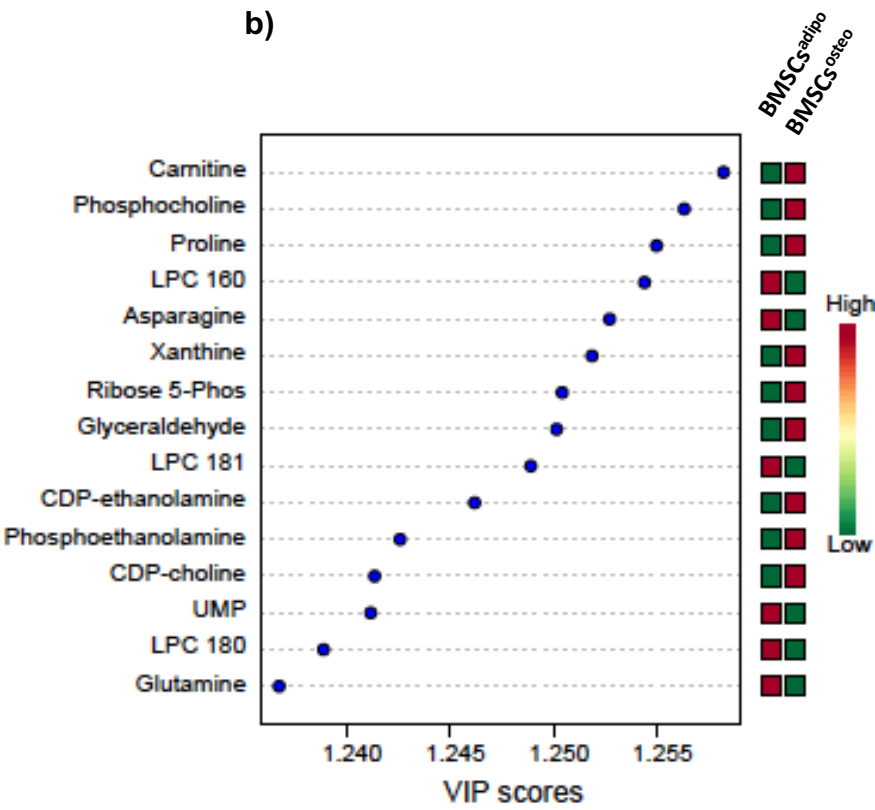

Fig. S5: Global metabolic analyses of intracellular metabolites after 72h in basal medium in BMSCs^{adipo} and BMSCs^{osteo} using LC-MS. (a) Heatmap of all intracellular metabolites differently expressed between BMSCs^{adipo} and BMSCs^{osteo} in basal condition after 72h; (b) Important features differently expressed in BMSCs^{adipo} and BMSCs^{osteo}. Data are presented as mean $\pm$ SEM from three independent experiments. (n= 3) (*p<0.05, **p<0.01, ***p<0.001: BMSCs^{adipo} vs BMSCs^{osteo}, two-tailed unpaired Student's t test).

Fig. S6

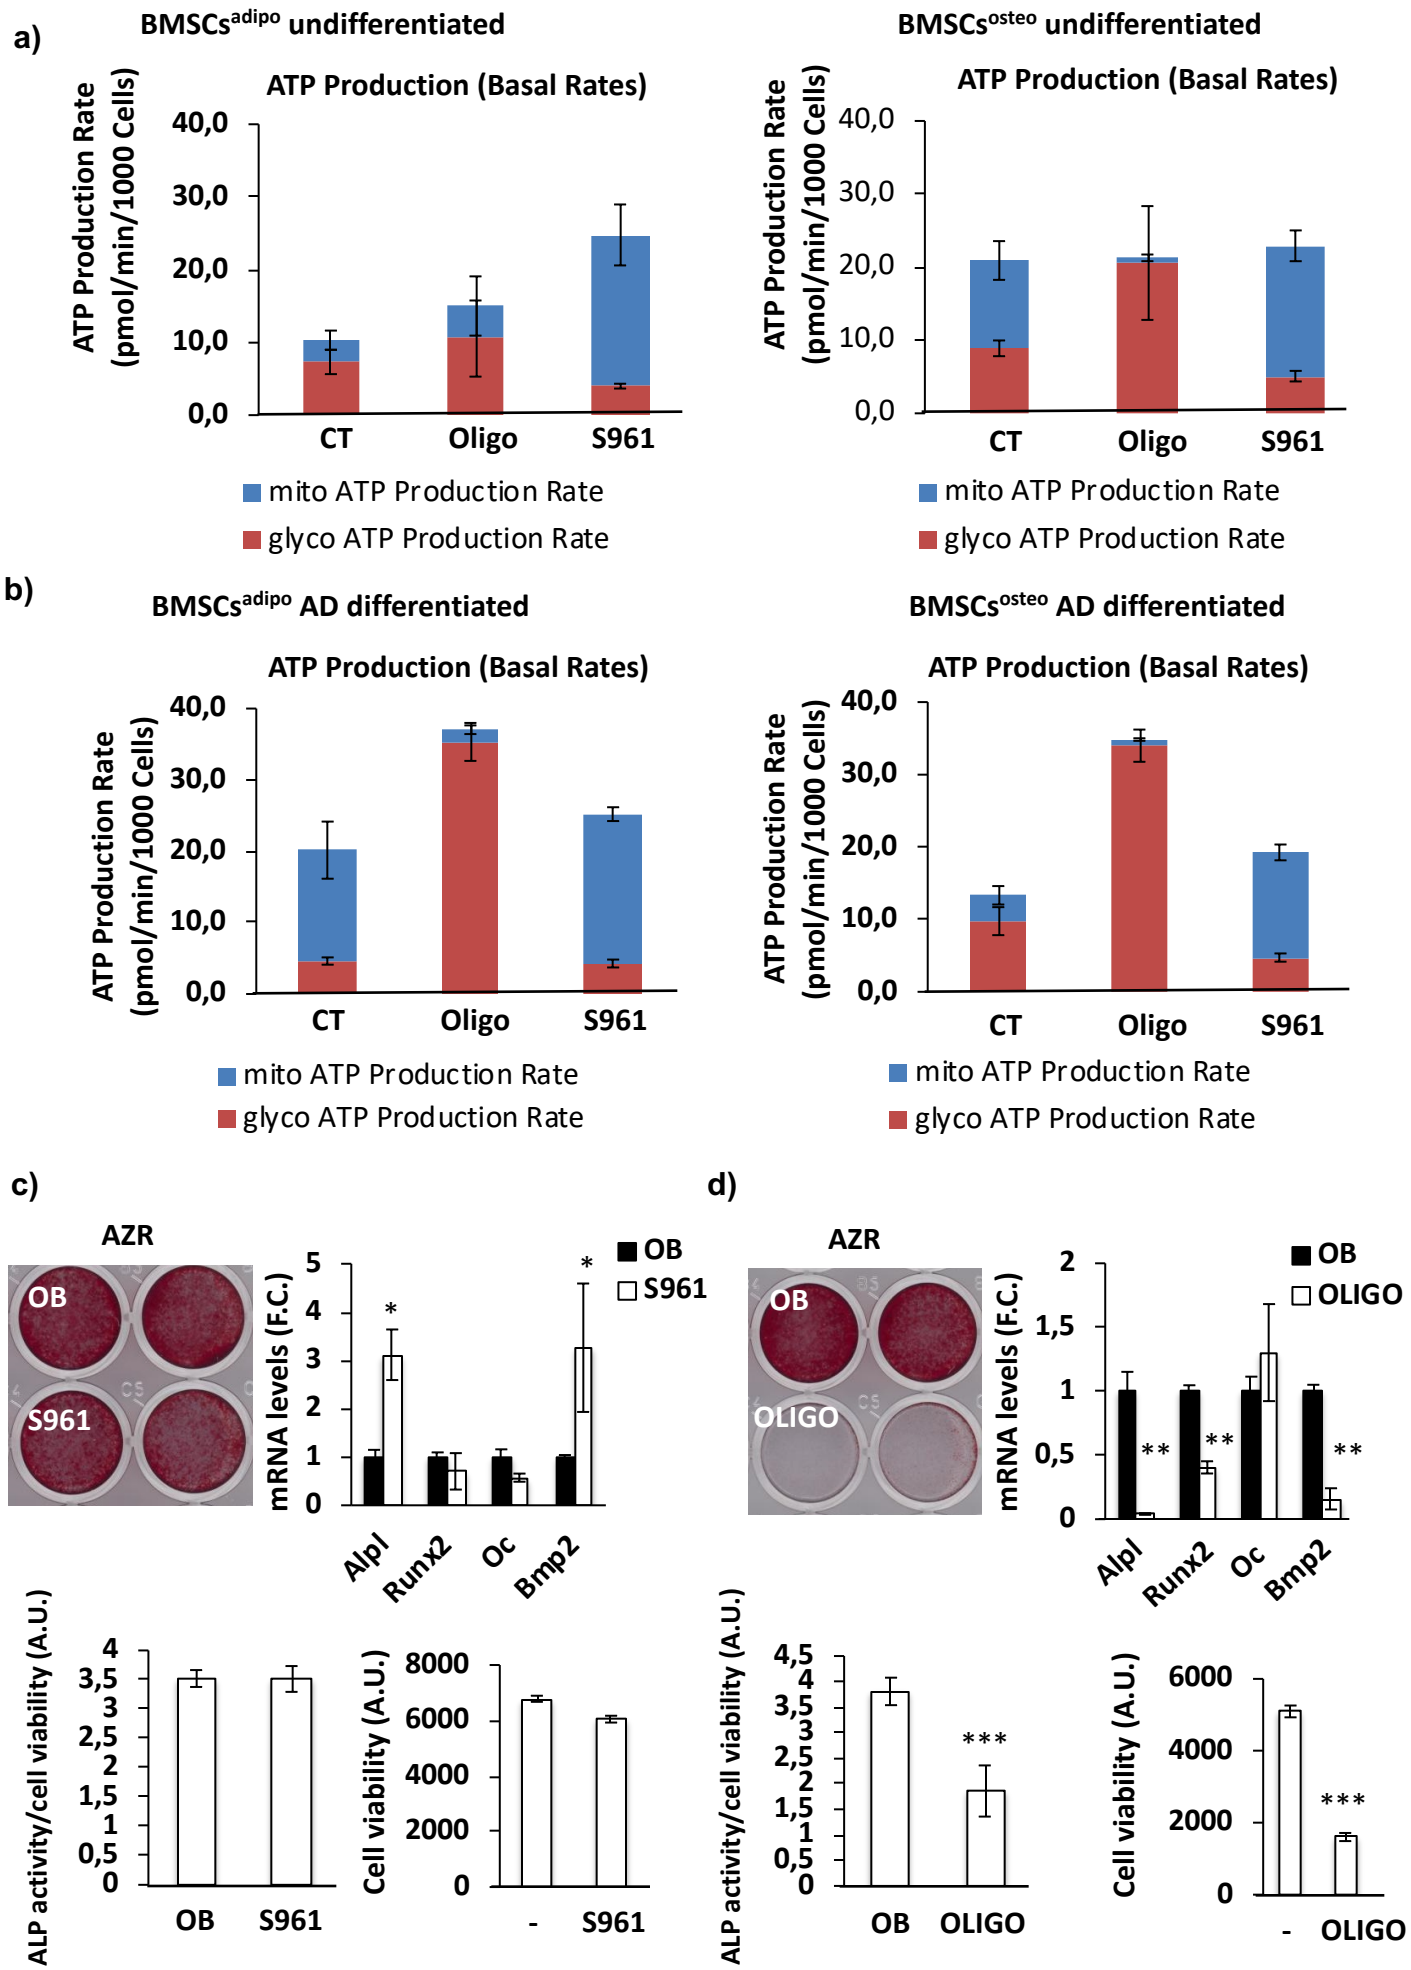

Fig. S6: Metabolic flexibility of BMSCs^{adipo} and BMSCs^{osteo} and osteoblast differentiation under S961 and Oligomycin treatment. (a) ATP production rate in mito vs glycolytic process in undifferentiated BMSCs^{adipo} and BMSCs^{osteo} and (b) in AD differentiation (n=3). (c) Osteoblast differentiation of BMSCs^{osteo} under S961 treatment measured by Alizarin (AZR) staining, ALP activity normalized to cell viability and gene expression of osteoblastic genes (*Alpl*, *Runx2*, *Oc*, *Bmp2*). (d) Osteoblast differentiation of BMSCs^{osteo} under Oligomycin treatment measured by Alizarin (AZR) staining, ALP activity normalized to cell viability and gene expression of osteoblastic genes (*Alpl*, *Runx2*, *Oc*, *Bmp2*). Data are presented as mean $\pm$ SEM (n= 2-3 per condition); *p<0,05, **p<0,01 ***p<0,001, two tailed unpaired Student's t test.

Fig. S7

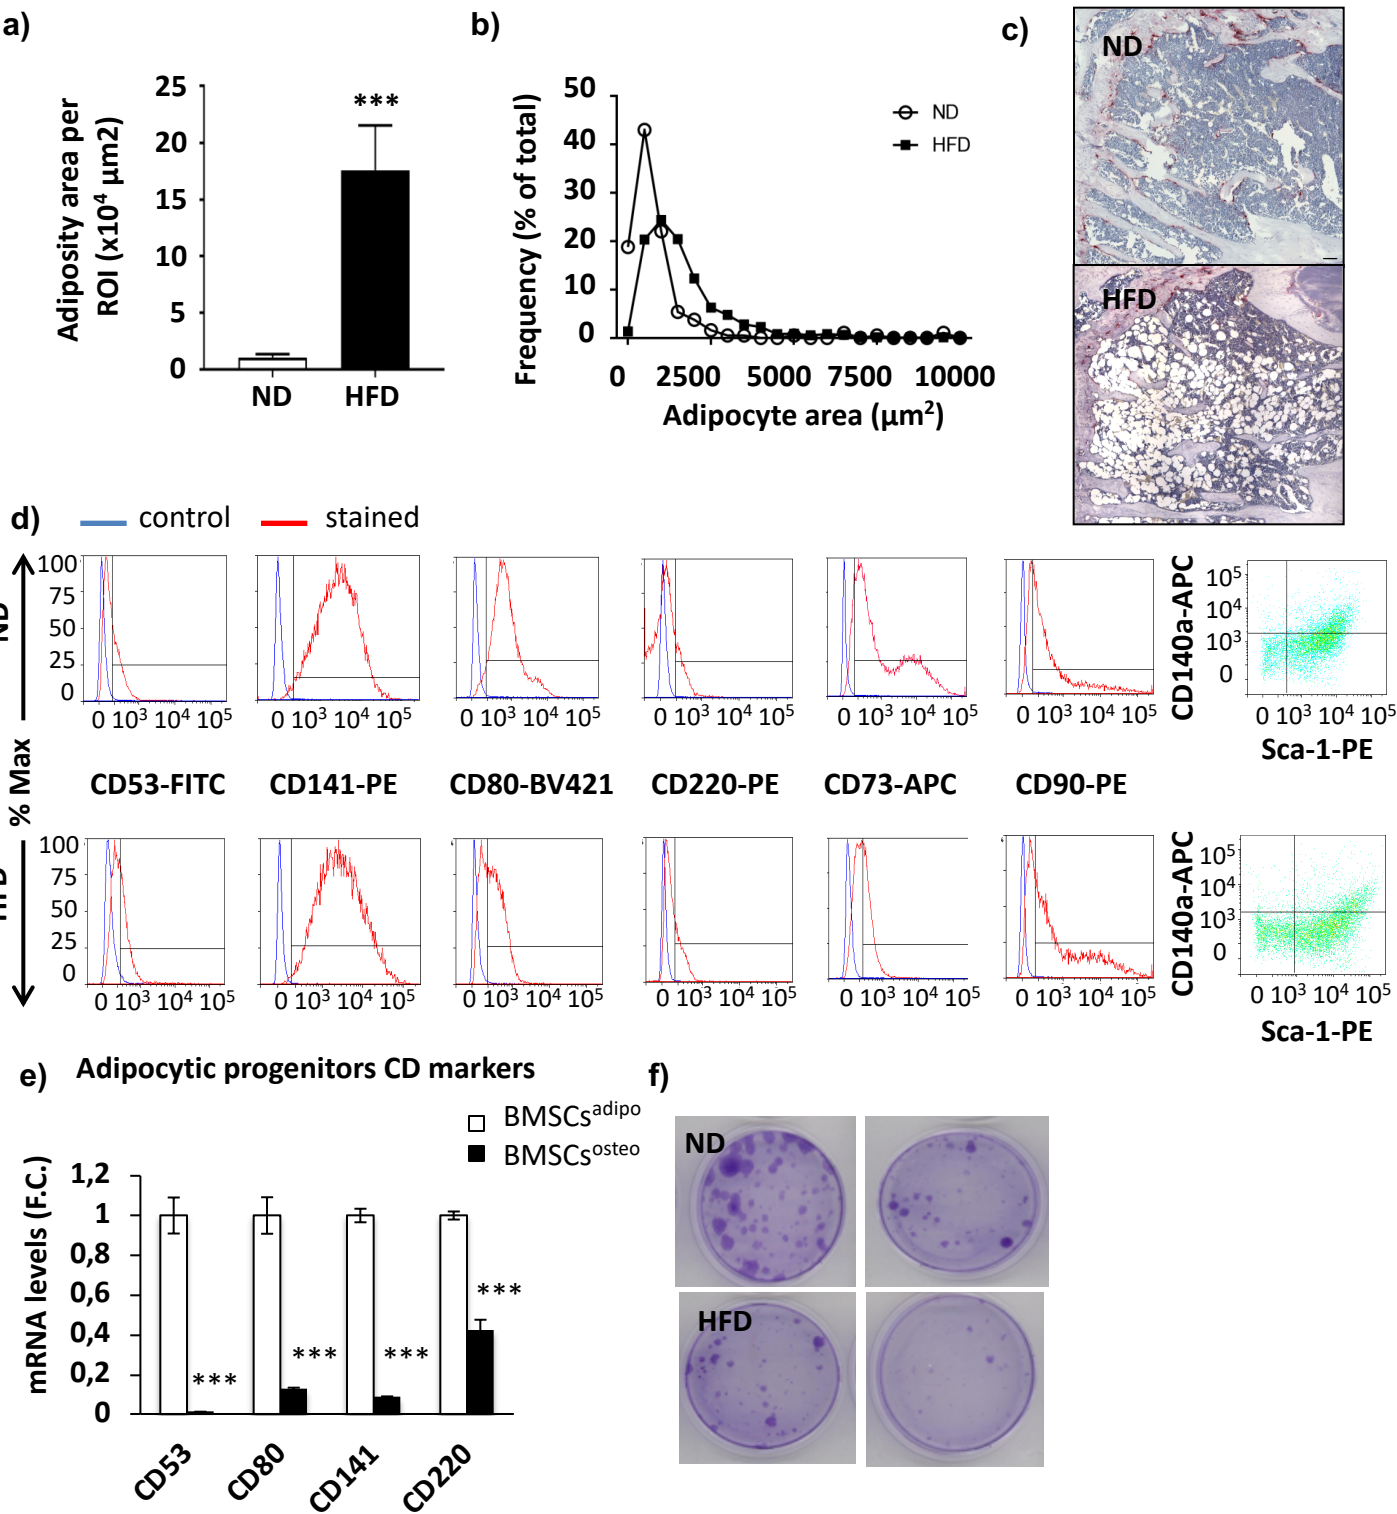

Fig. S7: Bone marrow adiposity evaluation in HFD mice and stem cell properties of BMSC in ND and HFD mice. (a) Adiposity area (adipocytes surface per ROI) on TRAP sections. (3 depths per animal). (b) The distribution of adipocytes within the bone marrow at the proximal tibia region is calculated using the frequency function of graph pad prism. ND have a mean adipocyte area of $1036.47 \pm 123.27 \mu\text{m}^2$ and a median of $552.146 \mu\text{m}^2$ while HFD have a mean of $1777.84 \pm 62.45 \mu\text{m}^2$ with a median of $13337.47 \mu\text{m}^2$. (c) TRAP staining of histological sections of tibia from mice fed for 12 weeks with ND or HFD; scale bar= $100\mu\text{m}$. Data are presented as mean $\pm$ SEM ($n=6$ per group); *** $p<0,001$ ND versus HFD, two tailed unpaired Student's t test. (d) Representative histograms and dot plots of stem cell markers in BMSC obtained from ND and HFD mice. (e) Gene expression of adipocytic progenitor CD markers in BMSCs^{adipo} and BMSCs^{osteo} (CD53, CD80, CD141, CD220) ($n=3$); *** $p<0,001$: BMSCs^{adipo} vs BMSCs^{osteo}. (f) Colony forming unit properties in primary cultures of BMSC obtained from ND and HFD mice.

Fig. S8

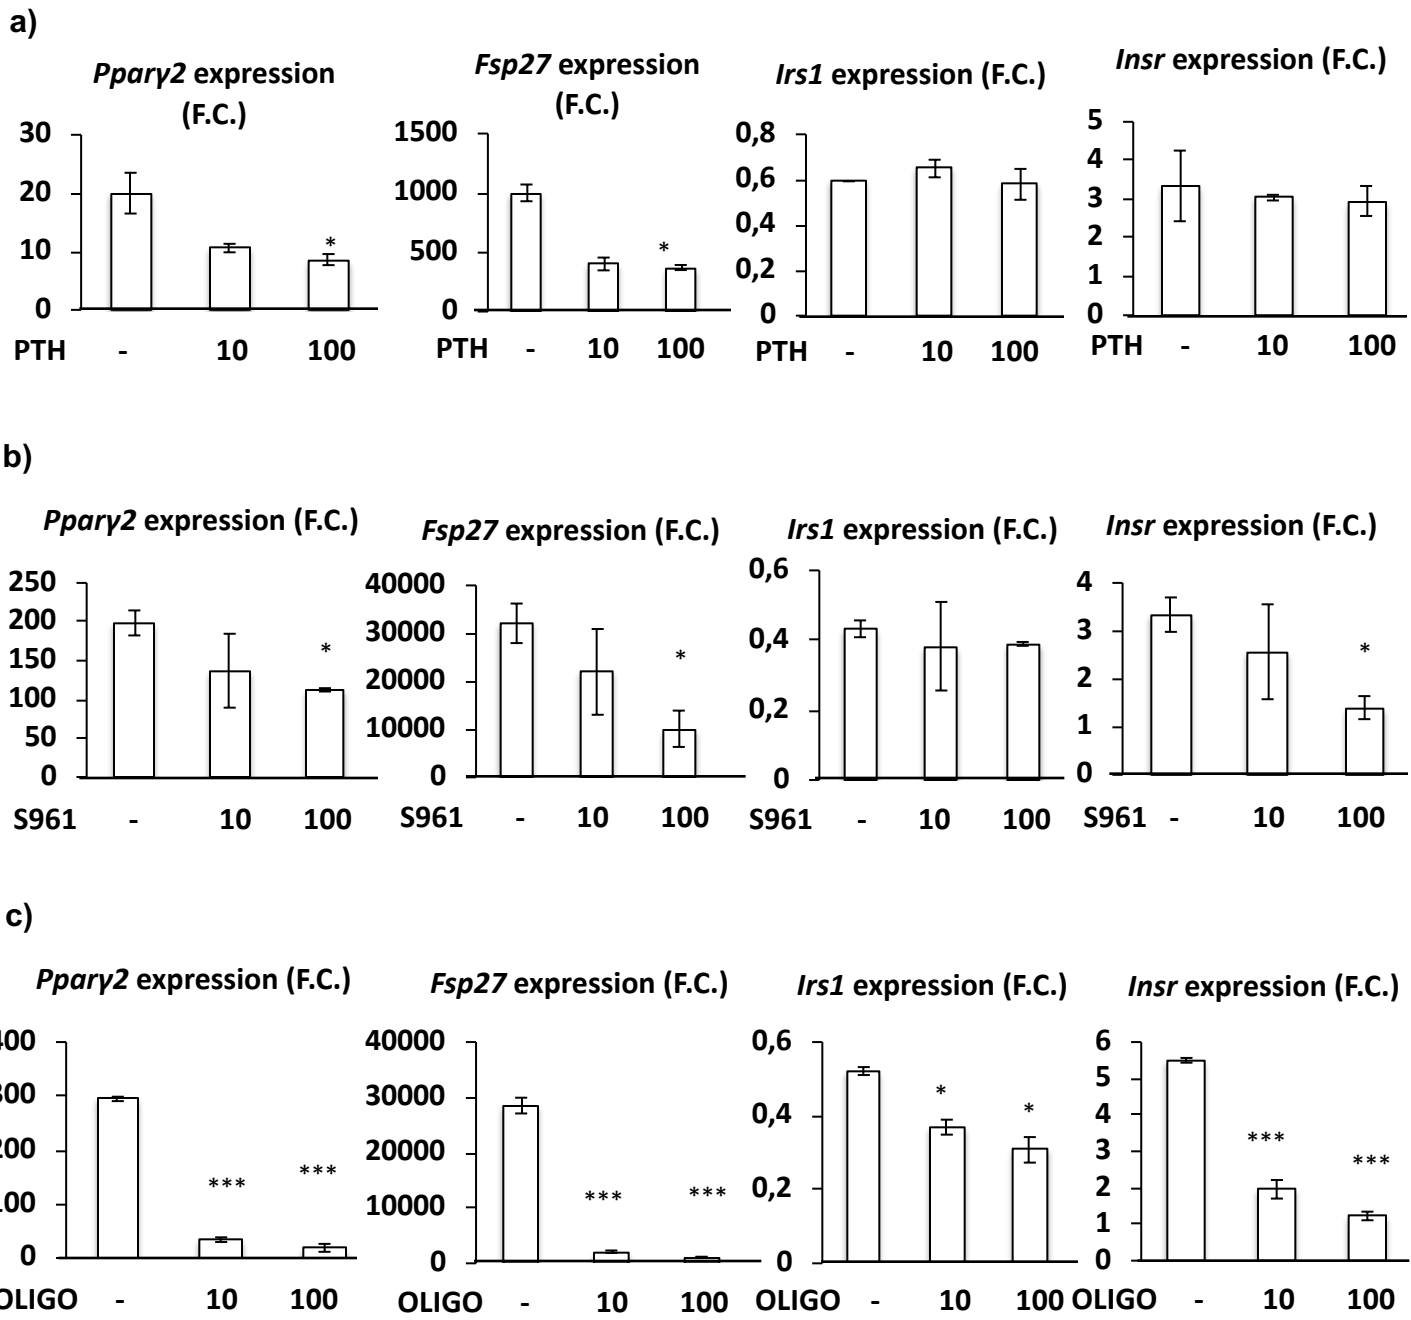

Fig. S8: Effect of PTH, S961 and Oligomycin treatment on adipogenic potential of mBMSC (D10) (a-c). (a) Gene expression of *Pparγ2*, *Fsp27*, *Irs1* and *Insr* after 10d of AD differentiation with PTH treatment; (n=3); (b) Gene expression of *Pparγ2*, *Fsp27*, *Irs1* and *Insr* after 10d of AD differentiation with S961 treatment; (n=3); (c) Gene expression of *Pparγ2*, *Fsp27*, *Irs1* and *Insr* after 10d of AD differentiation with Oligomycin treatment; (n=3). Data are presented as mean fold change (F.C.) of gene expression over undifferentiated cells $\pm$ SEM, (n=3 per group); (*p<0.05, ***p< 0.001: AD vs treated cells, two-tailed unpaired Student's t test).

SUPPLEMENTARY TABLE

Table S1. List of primer sequences used for qRT-PCR.

Gene	Forward sequence	Reverse sequence
**36b4**	TCCAGGCTTTGGGCATCA	CTTTATCAGCTGCACATCACTCAGA
**Hprt**	TCAGTCAACGGGGGACATAAA	GGGGCTGTACTGCTTAATCAG
**Il1β**	GCAACTGTTCTGAACTCAACT	ATCTTTTGGGGTCCGTCAACT
**Tnfα**	CCCTCACACTCAGATCATCTTCT	GCTACGACGTGGGCTACAG
**RelA**	ACTGCCGGGATGGCTACTAT	TCTGGATTCTGCTGGCTAATGG
**Lcn2**	GGGAAATATGCACAGGTATCCTC	CATGGCGAACTGGTTGTAGTC
**Irs1**	TCTACACCCGAGACGAACACT	TGGGCCTTTGCCCGATTATG
**Irs2**	CTGCGTCCTCTCCCAAAGTG	GGGGTCATGGGCATGTAGC
**Insr**	ATGGGCTTCGGGAGAGGAT	CTTCGGGTCTGGTCTTGAACA
**Foxo1**	ATGCTCAATCCAGAGGGAGG	ACTCGCAGGCCACTTAGAAAA
**Igf1r**	GTGGGGGCTCGTGTTCCTC	GATCACCGTGCAGTTTCCA
**Glut1**	GCAGTTCGGCTATAACACTGG	GCGGTGGTTCCATGTTTGATTG
**Glut2**	TTCCAGTTCGGCTATGACATCG	CTGGTGTGACTGTAAGTGGGG
**Glut3**	ACCAAAAGCAACGGAGAAGAG	GGCATTCCGAAACAGGTAAGTC
**Glut4**	CTCATGGGCCTAGCCAATGC	CCCTGATGTTAGCCCTGAGTA
**Adipoq**	GACGTTACTACAACCTGAAGAGC	CATTCTTTTCCTGATACTGGTC
**Lep**	GAGACCCCTGTGTCTGGTTC	CTGCGTGTGTGAAATGTCATTG
**LepR**	GAATGAGCAAGGTCAAACTGC	CCTAGCTGGCGAAAACTGAAG
**Fsp27**	ATCAGAACAGCGCAAGAAGA	CAGCTTGACAGGTCGAAGG
**Cidea**	ATCACAACTGGCCTGGTTACG	TACTACCCGGTGTCCATTTCT
**Hsl**	TGCTTGGTTCAACTGGAGAG	GTAAGTGGGATGGCTGCCAT
**Cd36**	ATGGGCTGTGATCGGAACTG	TTTGCCACGTCATCTGGGTTT
**C/ebpα**	AAGCCAAGAAGTCGGTGG A	CAGTTCACGGCTCAGCTGTTC
**Pparγ2**	GGGTCAGCTCTTGTGAATGG	CTGATGCACTGCCTATGAGC
**Alpl**	GCCCTCTCCAAGACATATA	CCATGATCACGTCGATATCC
**Runx2**	AGCAACAGCAACAACAGCAG	GTAATCTGACTCTGTCCTTG
**Opn**	GAAACTCTTCCAAGCAATTC	GGACTAGCTTGTCTTGTGG
**Oc**	CAGACAAGTCCCACACAGCA	CTTTATTTTGGAGCTGCTGT
**Bmp2**	GGGACCCGCTGTCTTCTAGT	TCAACTCAAATTCGCTGAGGAC
**Pthr1**	CAACTACAGCGAGTGCCTCA	GAGACATGGAATATCCCACGGT
**Ucp1**	CACTCAGGATTGGCCTCTACG	GGGGTTTGATCCCATGCAGA
**Ucp2**	ATGGTTGGTTTCAAGGCCACA	TTGGCGGTATCCAGAGGGAA

**Ucp3**	CTGCACCGCCAGATGAGTTT	ATCATGGCTTGAAATCGGACC
**Prdm16**	CAGCACGGTGAAGCCATTC	GCGTGCATCCGCTTGTG
**Pparα**	AGAGCCCCATCTGTCCTCTC	ACTGGTAGTCTGCAAAACCAAA
**Mttp**	CTCTTGGCAGTGCTTTTTCTCT	GAGCTTGTATAGCCGCTCATT
**p21**	CCTGGTGATGTCCGACCTG	CCATGAGCGCATCGCAATC
**p53**	TCTTATCCGGGTGGAAGGAAA	GGCGAAAAGTCTGCCTGTCTT
**FasI**	CCGCTCTGATCTCTGGAGTGA	CACGAAGTACAACCCAGTTTCG
**Serpine1**	GGACACCCTCAGCATGTTCA	CGGAGAGGTGCACATCTTTCT
**Serpineb2**	TTCCGCATACTGGAAACATCAG	GGATGCGTCCTCAATCTCATC
**Hmox1**	AGGTACACATCCAAGCCGAGA	CATCACCAGCTTAAAGCCTTCT
**Sod2**	CAGACCTGCCTTACGACTATGG	CTCGGTGGCGTTGAGATTGTT
**Atg7**	TCCGTTGAAGTCCTCTGCTT	CCACTGAGGTTACCATCCT
**Lc3b**	ACAAAGAGTGGAAGATGTCCGGCT	TGCAAGCGCCGTCTGATTATCTTG
**Lamp1**	TAGTGCCACATTCAGCATCTCCA	TTCCACAGACCCAAACCTGTCACT
**Beclin1**	GGCCAATAAGATGGGTCTGA	GCTGCACACAGTCCAGAAAA

How the deposited data were processed for this re-analysis (not part of the article)

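Gene expression was measured on 2 Affymetrix arrays, 1 of BMSCs adipo and 1 of BMSCs osteo, each from a pool of 3 cultures taken at day 0 in basal medium, with 8 ug of RNA. Sample identity came from the sample labels, and day and medium from the paper. The labels give 12% FBS where the paper gives 10%. The authors deposited log2 levels made by RMA, which corrects background, normalizes between arrays and summarizes each probe set, with the oligo package. Its version and settings are not given in the sources used here. The authors' deposited table also holds a log2 fold change of BMSCs osteo over BMSCs adipo, equal to the difference of its columns within 1e-08. The series matrix holds the same values, with a largest gap of 0. The sorted values of both arrays differ by at most 0.127, and the files hold no detection calls, p-values or genome build.

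The table has 45101 probe sets. Of these, 64 control probe sets were left out, 5368 had no gene in the authors' annotation and 1479 named several genes, which left 38190 with 1 gene. By Entrez gene ID, 35332 of these (92.5%) matched the RefSeq gene table, which gave the chromosome of each gene in assembly GRCm38.p6. They cover 20706 genes, 9665 of them with several probe sets, and each gene took the probe set with the highest mean over both arrays. Genes with a mean at or above the 30th percentile were kept, 14497 in all. Genes read only by shared or control probe sets, such as *Gapdh*, *Rpe* and *Bglap*, were left out of counts and medians.

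Because each line has 1 array, no p-value or error was computed, and the number of arrays limits the precision. Genes were counted by a size rule of 2-fold. For 55 gene lists fixed before the data were examined, the median difference of the members past the filter was placed among 10000 random lists drawn from 10 brightness classes with a fixed seed, where at least 3 members passed. The panel of Fig. 1f had 1 such member and got no median. Some of the lists follow categories of Fig. 1b or genes of Fig. S1, which the paper drew from the same arrays. Ratios of observed to expected counts used the filtered genes as background. Chromosome medians were placed among 10000 random gene sets in the same way. Named genes were those of Fig. 1c–k, Fig. S1 and Fig. S7e, the 10 largest differences in each direction whose probe sets share a sign, up to 4 members of each list with the largest absolute difference, *Apoe*, and the Y-linked genes with *Xist*. The figures had been seen when this rule was written. Members outside it, named where 5 or fewer passed the size rule on a side, were chosen after their values were seen. The p53 targets were listed after the values of *Cdkn2a*, *Mdm2*, *Cdkn1a* and *Trp53* had been seen and before their own were. Some single genes that these rules name are not reported here, and they remain in the counts and medians of their lists.

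Alternatives fixed in advance were the mean of a gene's probe sets, each probe set alone, no filter, a filter at the 50th percentile, subtraction of the median difference or of a loess curve on brightness (span 0.3), the series matrix, size rules of 1.5-fold and 4-fold, and an offset of 32 added on the linear scale. Subtraction of each chromosome's median was added after the values were seen. A gene's value counted as moved when it shifted by more than 0.399, the pooled SD between probe sets of a gene, a list's or chromosome's median when it shifted by more than the SD of its random medians, and a count or ratio beyond 1.5 times.

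The procedure was tested on simulated data made by shuffling the differences of the 14497 genes within brightness classes. Of 54 lists, 3 lay outside the middle 95% of random lists after shuffling. In 6 of 6 runs a list with a planted shift lay above that range, the same lists being used with different shift sizes. The shifts were added equally to every gene of a list or chromosome, so their sizes return by arithmetic. The return of a planted chromosome shift of 0.4 therefore checks only the calculation. The largest shuffled chromosome median was 0.0744. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots used matplotlib 3.10.9.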

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

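Subtracting chromosome medians was chosen only after the values were seen, and the other alternatives were fixed in advance. No paired analysis was possible because each line has 1 array. Signal over background limits dim genes: the files hold no detection calls, and 2096 probe sets had equal values on both arrays, 12.0% of the dimmest of 10 equal classes and 0.177% of the brightest. The series matrix moved no result. Centring on the median moved list medians by at most 0.02 and loess by at most 0.03, and neither turned the sign of any of 54 list medians. Genes higher in BMSCs adipo made up 52.7% to 56.3% of those past the size rule of each setting. Of 1476 comparisons of the 240 named genes reported here, 4 reversed a difference past the size rule, 201 moved and 1271 did not. Of 373 comparisons of list medians, 38 moved, none reversed a median outside the middle 95% of random lists, and 16 turned the sign of any median. The chondrocyte median under the 50th percentile filter lay outside the random range with the sign turned. A 1.5-fold or 4-fold rule changes counts and ratios by its construction. For the other shifts the cause was not tested.

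The single probe sets that reversed a difference were those of *Acsl1* (-0.45), *Ak4* (0.19), *Foxo1* (-0.33) and *Insr* (-0.18). With the mean of probe sets, medians became 0.49 for PPAR signaling, -0.44 for ribosome biogenesis, 0.31 for lysosome, -0.60 for HIF1 targets, -0.22 for proline and glutamine metabolism, -0.058 for chondrocyte markers, -0.31 for stromal stem cell markers, -0.17 for skeletal muscle markers, -0.34 for heat shock genes, 0.56 for the markers of Fig. S7e, and 0.070 for the TCA genes of Fig. S1. The adherens junction ratio became 1.73, and the chromosome medians -0.20 (2), -0.28 (4), 0.34 (8), 0.30 (12), -0.19 (13) and -0.31 (18). Without the filter, medians were 0.13 for PPAR signaling, -0.52 for one carbon pool by folate, 0.26 for lysosome, 0.82 for interferon response, -0.13 for osteoblast genes, -0.058 for chondrocyte markers and -0.12 for skeletal muscle markers. The chromosome medians were then -0.18 (2), -0.24 (4), 0.21 (8), 0.12 (10), 0.17 (12), -0.15 (13) and -0.24 (18). With the filter at the 50th percentile, medians were 0.48 for PPAR signaling, 0.40 for glutathione metabolism, 1.53 for interferon response, 0.26 for inflammatory genes, -0.42 for proline and glutamine metabolism, 0.80 for hematopoietic markers, -0.67 for chondrocyte markers, 0.96 for skeletal muscle markers and 0.11 for the senescence panel of Fig. 1j. The chromosome medians were then -0.29 (2), -0.42 (4), 0.50 (8), 0.36 (10), 0.50 (12), -0.30 (13) and -0.48 (18). A 1.5-fold rule gave 2336 genes toward BMSCs adipo and 2096 toward BMSCs osteo, and ratios of 2.62 for glycolysis, 1.73 for amino sugar metabolism, 2.34 for ECM-receptor interaction, 2.11 for glycine, serine and threonine metabolism and 2.48 for renin-angiotensin. A 4-fold rule gave 329 and 289 genes, and ratios of 2.15 for focal adhesion, 0.979 for lysosome, 5.57 for gap junction, 0 for ribosome biogenesis, 3.70 for axon guidance, 6.71 for glutathione, 7.28 for ECM-receptor interaction and 8.72 for glycine, serine and threonine metabolism. With chromosome medians subtracted, 1052 and 847 genes passed the 2-fold rule, and medians were -0.52 for one carbon pool by folate, 0.18 for glutathione, 0.27 for lysosome, 0.035 for focal adhesion, 0.086 for amino sugar metabolism, -0.44 for collagens and matrix, 0.031 for endothelial markers, 0.13 for stromal stem cell markers, -0.26 for heat shock genes, 0.29 for the pentose phosphate genes of Fig. S1 and -0.21 for the insulin panel of Fig. 1c.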

Differences from the paper's values

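No test here was chosen after the result was seen. For 8 of the 15 categories of Fig. 1b, the ratio of observed to expected genes was more than 1.5 times the paper's bar, read by eye. The lists compiled here are not the paper's, and the paper's text states no size threshold for its differing genes. Below, closed says only that a value came within 1.5 times the bar, even by a small move, and not that it matched. For gap junction the paper's value is about 1.8 in Fig. 1b and the value here 2.85, and the difference closed with the filter at the 50th percentile and with a 1.5-fold rule (1.98). For ribosome biogenesis the paper's value is about 1.8 in Fig. 1b and the value here 2.81. Small moves closed it, with the mean of probe sets (2.52), the 50th percentile filter (2.66) and median centring (2.67). A 1.5-fold rule did not (3.03). Glutathione metabolism is at about 2.2 in the paper's Fig. 1b and at 3.31 here, closed by a 1.5-fold rule (2.29). Median centring (3.21) and loess (3.28) barely moved it, though both crossed the limit of 1.5 times. Glycolysis and gluconeogenesis is at about 2.3 in the paper's Fig. 1b and at 4.13 here, closed by the 50th percentile filter (3.40) and a 1.5-fold rule (2.62). For aminoacyl-tRNA biosynthesis, the paper's about 2.7 in Fig. 1b stands against 4.16 here, closed by the 50th percentile filter (3.93) and a 1.5-fold rule (3.07). For ECM-receptor interaction, the paper's about 2.8 in Fig. 1b stands against 4.34 here, closed by a 1.5-fold rule alone (2.34). The paper shows about 2.9 in Fig. 1b for glycine, serine and threonine metabolism, against 4.55 here, closed by a 1.5-fold rule alone (2.11). The paper shows about 3.0 in Fig. 1b for the renin-angiotensin system, against 5.08 here, closed by the 50th percentile filter (3.67) and a 1.5-fold rule (2.48). In each of these categories the remaining alternatives fixed before the data were examined left the values more than 1.5 times apart. Under the 1.5-fold rule, 14 of the 15 categories lay within 1.5 times the paper's bars, under the 4-fold rule 4 did.

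The directions in Fig. 1c–k come from qRT-PCR, another assay than the arrays. Of 36 genes of these panels with a direction in the paper and an array value of their own, 21 lay on the paper's side, 13 on the other and 2 (*Lepr* and *Ucp3*) had equal array values. Past the brightness filter, 18 of 29 lay on the paper's side. Among the 13, the paper gives *Irs1*, *Trp53* and *Serpinb2* as higher in BMSCs adipo, and their array differences were -0.68, -0.78 and -1.73. It also gives *Mttp*, *Tnf*, *Ucp2*, *Il1b* and *Atg7* as higher in BMSCs adipo, where the differences were -0.49, -0.20, -0.12, -0.03 and -0.03. *Lep*, *Cidea*, *Ppara* and *Fasl* lay on the other side below the filter, at -0.33, -0.45, -0.33 and -0.26. Also below the filter, *Cd36* (1.58), *Lcn2* (0.86) and *Cidec* (0.19) lay on the paper's side. Past the filter, 9 genes lay on the paper's side by at least 2-fold, namely *Adipoq* (9.10), *Cebpa* (4.53), *Pparg* (4.05), *Foxo1* (1.31), *Insr* (1.13), *Map1lc3b* (1.09), *Pth1r* (-4.13), *Alpl* (-3.92) and *Bmp2* (-3.43). In the scheme of Fig. S1, 32 of 33 genes with a direction and a value lay on the paper's side, and the exception, *G6pd2* (-0.13), was below the filter. The paper drew that scheme from these same array data, so the match was built in and is no independent check. The paper lists insulin signaling among the enriched categories. The ratio of observed to expected genes in the list used here was 1.73 toward BMSCs adipo and 1.36 toward BMSCs osteo. The list's median, another measure than enrichment, was 0.04 at percentile 63.7, with *Grb10* (-7.11) as its largest difference. Autophagy is described as enriched in BMSCs adipo, with single genes measured by qRT-PCR in Fig. 1g. On the arrays 1 of 40 autophagy genes was at least 2-fold higher there, a ratio of 0.317, and the list's median was 0.03.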

Other observations

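The tests of hematopoietic cells and of copy number were chosen only after the results they bear on were seen. So were the comparisons for brightness and the subtraction of chromosome medians. The p53 test was chosen after the differences that prompted it. The loess correction moved list medians by at most 0.03 and so tests no explanation.

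Genes of oxidative phosphorylation leaned slightly toward BMSCs adipo. Of 71, 42 had a positive difference, *Sdhb* (-1.03) alone passed the size rule and was higher in BMSCs osteo, and *Ndufa1* (1.00), *Ndufa4* (0.93) and *Ndufb5* (0.91) came next. Their median of 0.12 lay at percentile 93.5 of random lists, and became 0.18, above the middle 95%, after chromosome medians were subtracted. HIF1 target genes were lower in BMSCs adipo, with a median of -0.48 at percentile 0.01. Of 30, 7 were at least 2-fold higher in BMSCs osteo, including *Ndrg1* (-3.55) and the collagen hydroxylase *P4ha2* (-1.92), while *Epas1* (7.24), which encodes HIF2 alpha, and *Adm* (2.46) were the 2 at least 2-fold higher in BMSCs adipo. Proline and glutamine metabolism had a median of -0.63 at percentile 0.01 and 7 of 19 genes at least 2-fold higher in BMSCs osteo, with *Pycr1* (-3.75) of proline synthesis, the glutamine transporter *Slc38a1* (-2.56) and asparagine synthetase, *Asns* (-2.31), in front, and only *Slc1a5* (2.24) on the other side. With the mean of probe sets its median was -0.22 at percentile 3.62, inside the middle 95%. Heat shock and early response genes had a median of -0.53 at percentile 0.14, with *Hspb1* (-4.23), *Jun* (-1.51) and *Atf3* (-1.51) the 3 of 15 at least 2-fold higher in BMSCs osteo, and *Dnajb1* (0.89) within 2-fold. That median came inside the middle 95% with the mean of probe sets (-0.34, percentile 2.88) and with chromosome medians subtracted (-0.26, percentile 2.92). Choline and phosphatidylcholine synthesis had a median of -0.05 at percentile 38.2, and *Etnk1* (1.29) and *Chpt1* (1.23) were the 2 of 17 at least 2-fold higher in BMSCs adipo, while *Slc44a1* (-0.79) and *Pld1* (0.61) were not. Of 26 senescence and oxidative stress genes, *Mmp13* (5.78), *Gdf15* (1.89) and *Mmp3* were the 3 at least 2-fold higher in BMSCs adipo. *Cdkn2a* (-3.90), *Serpinb2*, *Igfbp3* and *Igfbp5* were among those at least 2-fold higher in BMSCs osteo, and the median was -0.09 at percentile 25.3.

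Bone marrow stromal stem cell markers split, with 8 of 22 at least 2-fold higher in BMSCs adipo, such as the transcription factors *Ebf3* (4.11) and *Ebf1* (4.00), stem cell factor, *Kitl* (4.06), and *Vcam1* (3.62). Another probe set of *Ebf1* differed by only 0.50. *Nt5e*, *Cd200*, *Cd44*, *Alcam* and *Tgfbr2* were the 5 at least 2-fold higher in BMSCs osteo, and the median of -0.17 lay at percentile 10.8. It was -0.31 at percentile 0.94 with the mean of probe sets and turned to 0.13 at percentile 85.4 with chromosome medians subtracted, so the list has no settled direction. The 4 markers of Fig. S7e had a median of 1.03 at percentile 99.4, with *Thbd* (5.03), which encodes CD141, and *Insr* (1.13) at least 2-fold higher in BMSCs adipo, and *Cd53* (0.92) and *Cd80* (0.32) within 2-fold. The paper describes these markers as known from earlier work to be higher in BMSCs adipo, so their choice favoured a high percentile. The median was 0.56 at percentile 97.1 with the mean of probe sets, inside the middle 95%, and probe sets of *Cd80* and *Insr* differed in sign. Smooth muscle and pericyte markers included *Notch3* (3.55) and *Mylk* (2.59) on the side of BMSCs adipo, and *Tagln* (-3.04), *Cspg4* (-2.97), *Actg2* and *Cnn1* on that of BMSCs osteo, with a median of -0.12 over 14 genes at percentile 24.2. Chondrocyte markers had *Col10a1* (2.76) and *Comp* (1.58) on the former side and *Col11a1* (-6.11) and *Col11a2* (-1.77) on the latter, and a median over 15 genes inside the middle 95% of random lists that turned negative with the mean of probe sets, without the filter and under the 50th percentile filter (-0.67 at percentile 2.36, outside that range). Hematopoietic markers had a median of 0.07 at percentile 83.6, which became 0.80 at percentile 97.0 under the 50th percentile filter, and *Cd14* (1.79) and *Cd68* (1.41) were the 2 of 13 at least 2-fold higher in BMSCs adipo, with *Cd53* (0.92) and *Lyz2* (0.90) within 2-fold. Endothelial markers had *Plvap* (-1.05) as the 1 of 12 past the size rule, *Esam* (0.35), *Sox18* (-0.32) and *Cdh5* (-0.30) within 2-fold, and a median of -0.13 at percentile 28.4, which turned to 0.031 with chromosome medians subtracted. Skeletal muscle markers had *Tnnc1* (3.53) as the 1 of 9 past it, *Des* (0.96), *Acta1* (-0.78) and *Actc1* (-0.62) within 2-fold, and a median of -0.37 at percentile 2.60, which was -0.12 at percentile 23.3 without the filter and turned to 0.96 at percentile 96.7 under the 50th percentile filter. *Apoe*, in cells labelled as lacking it, had log2 levels of 3.73 in BMSCs adipo and 4.11 in BMSCs osteo, below the filter. The Y-linked *Ddx3y* (0.31), *Eif2s3y* (-0.41), *Kdm5d* (0.54) and *Uty* (-0.21) differed by less than 2-fold, the probe sets of the last 3 disagreeing in sign, with a median of 0.05 at percentile 54.9, and *Xist*, below the filter, was 2.60 in both.

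Genes of whole chromosomes, as placed in assembly GRCm38.p6, differed together. The median difference was 0.41 over 721 genes of chromosome 8, 0.33 on 12 and 0.24 on 10, and -0.35 on 18, -0.32 over 863 genes of 4, -0.24 on 2 and -0.24 on 13. Without the brightness filter these medians shrank to 0.21 (8), 0.17 (12), 0.12 (10), -0.24 (18), -0.24 (4), -0.18 (2) and -0.15 (13). Under the 50th percentile filter they grew. The gap between the highest and lowest chromosome median was 0.76, against at most 0.129 in 100 shuffles of genes among chromosomes. Random gene sets matched to each chromosome in brightness had medians only 0.0176 apart. The arrays had been normalized to each other, which keeps such medians close together, so this is no test of a trend with brightness. With each chromosome split at its middle gene, 14 of 40 parts, on 8 chromosomes, had a median at least 0.2 from 0 (none in the shuffles), and in the part not used for that choice 86 of 88 groups (97.7%) of about 50 neighbouring genes had the same sign, although on chromosomes 2 and 14 that part moved less (-0.13 and 0.088). A difference in chromosome copy number between these immortalized lines is a candidate explanation, which no DNA measurement tested.

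The interferon and antigen presentation genes had a median of 1.11, and of 1.14 after chromosome medians were subtracted. This argues against chromosome shifts as the whole cause. Random lists of the same brightness had a median of -0.011. The list's percentile already rests on these random lists, so they give no further test of a trend with brightness. Hematopoietic cells in the cultures of BMSCs adipo were tested by their markers, of which 2 of 30 on the array (6.67%) passed the filter and were at least 2-fold higher there. Only 13 of the 30 passed the filter, so the others could not count toward this share. The pan-leukocyte marker *Ptprc* had a log2 level of 2.56 in BMSCs adipo and 2.78 in BMSCs osteo, and the abundant macrophage gene *Lyz2* 6.77 and 5.87. *Cd14*, the brightest of the markers, was 7.55 and 5.75, and *Lyz1* 6.85 and 6.14. The markers past the 50th percentile filter had a median of 0.80, but *Csf1r* among them was 5.73 and 6.05. Below the filter, *Itgb2* was 4.84 and 3.50 and *Tyrobp* 3.81 and 4.20. Of the 13 past the filter, 7 were higher and 5 lower in BMSCs adipo. The markers thus did not rise together, which argues against such cells as the whole cause, although so few detected markers do not exclude them. A stronger interferon response in BMSCs adipo may be biological, as a hypothesis found and tested on the same arrays, and a difference in culture between the lines stays open and untested.

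The glycolysis genes had a median of -0.30, and of -0.31 after chromosome medians were subtracted, which argues against chromosome shifts as the whole cause. Random lists of the same brightness had a median of -0.010. Here too the percentile already rests on them, so they give no further test of a trend with brightness. The SD of the list's random medians was 0.117, so its distance from 0 is modest. A higher glycolytic expression in BMSCs osteo may be biological, again as a hypothesis, and culture density or medium at collection stays open and untested.

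*Cdkn2a* (-3.90), whose protein p19Arf restrains Mdm2, was lower in BMSCs adipo, and *Mdm2* (1.57), itself a p53 target, was higher. A stronger p53 response in BMSCs adipo is a hypothesis drawn from these genes, *Cdkn1a* and *Trp53*, and it was tested on 16 other p53 targets, listed before their own values were viewed. Their median was 1.33, above all random lists, and 10 of 15 past the filter were at least 2-fold higher in BMSCs adipo, including *Ccng1* (3.05), *Zmat3* (2.14) and *Fas* (1.89), with *Plk2* (-1.88) the 1 in the opposite direction. This goes with a stronger p53 response in BMSCs adipo than in BMSCs osteo, although *Trp53* itself was lower there (-0.78, with probe sets of both signs) and *Cdkn1a* differed by 0.63. With 1 array per line and no reference, a response raised in BMSCs adipo cannot be told from one weakened in BMSCs osteo.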
